# Vasculature-Associated Lymphoid Tissue: A Unique Tertiary Lymphoid Tissue Correlates With Renal Lesions in Lupus Nephritis Mouse Model

**DOI:** 10.3389/fimmu.2020.595672

**Published:** 2020-12-15

**Authors:** Md. Abdul Masum, Osamu Ichii, Yaser Hosny Ali Elewa, Yuki Otani, Takashi Namba, Yasuhiro Kon

**Keywords:** tertiary lymphoid tissue, lupus nephritis, chemokine, kidney, renal lesions, dexamethasone

## Abstract

Lupus nephritis (LN) is a common complication in young patients and the most predominant cause of glomerulonephritis. Infiltrating immune cells and presence of immunocomplexes in the kidney are hallmarks of LN, which is closely associated with renal lesions (RLs). However, their regulatory mechanism in the kidney remains unclear, which is valuable for prevention of RL development. Here, we show the development of vasculature-associated lymphoid tissue (VALT) in LN, which is related to renal inflammatory cytokines, indicating that VALT is a unique tertiary lymphoid tissue. Transcriptomic analysis revealed different chemokines and costimulatory molecules for VALT induction and organization. Vascular and perivascular structures showed lymphoid tissue organization through lymphorganogenic chemokine production. Transcriptional profile and intracellular interaction also demonstrated antigen presentation, lymphocyte activity, clonal expansion, follicular, and germinal center activity in VALT. Importantly, VALT size was correlated with infiltrating immune cells in kidney and RLs, indicating its direct correlation with the development of RLs. In addition, dexamethasone administration reduced VALT size. Therefore, inhibition of VALT formation would be a novel therapeutic strategy against LN.

## Introduction

The vital functions of the mammalian kidney include filtration of blood to excrete metabolic wastes and toxins through urine, maintenance of body fluid balance, pH, and absorption of minerals to sustain life (1). The prevalence of patients suffering from chronic kidney disease (CKD) is 8–13%, overall (2). Moreover, it has been estimated that more than 19 million people in the USA and about 22% of adult humans in Japan suffer from complications from CKD (3, 4). Therefore, CKD is a major public health concern as is associated with end-stage renal disease and cardiovascular complications (5). Since kidney is a non-regenerative organ, understanding the pathogenesis of CKD and identification of therapeutic targets is valuable for developing remedial strategies. Different studies using human biopsy samples and experimental animals showed that infiltration of inflammatory cells in the kidney is a hallmark of CKD, including lupus nephritis (LN) (1, 6). Our previous study showed that the number of infiltrating immune cells and deposition of immune complexes in the kidney were closely related to the severity of the renal pathological lesions in the LN model mice (1, 7, 8). However, the origin and local regulation of immune cells and autoantibodies in the LN remain unclear.

Effective and prompt immune response to infection or damage is mediated by a well-established immune system. The secondary lymphoid organ (SLO) in adults provides a critical microenvironment for the interaction between immune cells and antigens to propagate an effective adaptive immune response (9). However, during chronic inflammation, ectopic lymphoid tissue can form in inflamed non-lymphoid tissues and demonstrates the most common features of SLO, including stromal chemokine production to attract immune cells, lymphatic vascularization, germinal center (GC) formation, and antibody production. These ectopic lymphoid tissues are called tertiary lymphoid tissues (TLT) and are found in many diseases, including atherosclerosis, persistent infection, cancer, and autoimmune diseases (10–12). TLTs are considered to function as local sites for antigen presentation, perpetuation of antibodies against self-antigens, clonal expansion, and lymphocyte activation (10, 12, 13). The role of TLTs is either beneficial or detrimental depending on the context. Formation of TLTs is beneficial when they clear antigens or pathogens in diseases like viral diseases, cancer, and atherosclerosis (11, 14), while in other diseases such as autoimmune diseases, TLTs are detrimental due to vigorous and sustained response to self-antigen and destruction of normal tissue (11). In the latter context, TLTs may serve as therapeutic targets.

At the beginning of TLT formation in non-lymphoid tissue, resident stromal cells or fibroblasts secrete lymphorganogenic chemokines (LC) (*Cxcl13*) to attract leukocytes for homing (15). Arterial smooth muscle cells (SMCs) also act as lymphoid tissue organizers (LTo) and secrete LC, in atherosclerosis (16). In the skin, the perivascular area is rich in adventitial fibroblasts, and alteration of these fibroblasts leads to the formation of perivascular TLT (17). In addition, aged mice (12 months) subjected to ischemia-reperfusion injury also showed perivascular TLT (15). This study showed that the development of TLT is fully dependent on aging and the presence of acute injury, implying that perivascular fibroblasts only act as LTo. However, there are no reports regarding the role of both vascular and perivascular structures as LTo in TLT development and its correlation with renal histopathology in comparatively younger individuals.

LN is a common complication in young females and the predominant cause of glomerulonephritis (18). Our previous studies used MRL/MpJ-Fas ^lpr/lpr^ (LPR) and BXSB/MpJ-Yaa (Yaa) mice as a systemic lupus erythematosus model to investigate LN and other lupus-related disease pathogenesis (1, 19, 20). Our previous study also showed that female LPR mice developed a well-organized mediastinal fat-associated lymphoid cluster that had more detrimental effects on the lungs than in male LPR mice (20). In the present study, we show a unique perivascular TLT development in the kidney using two LN model mice at different ages and named vasculature-associated lymphoid tissue (VALT). We showed that LPR mice developed inflammation and VALT at an earlier stage (3 months), but VALT became larger and directly correlated with glomerular and tubulointerstitial lesions (GL and TIL) at a later stage (6 months). We also identified the molecular cues responsible for VALT formation, antigen presentation, and GC activity of VALT in the lupus model mice, by using routine histopathological techniques and transcriptomic analysis (TA). Moreover, we identified a therapeutic target to ameliorate LN lesions through ablation of VALT.

## Materials and Methods

### Experimental Mice and Ethical Statement

The authors adhered to ethical guidelines (Institutional Animal Care and Use Committee of the Faculty of Veterinary Medicine, Hokkaido University, approval No. 16-0124) throughout the experiments using experimental mice. LPR mice with their respective control MRL/MpJ (MRL), Yaa, and normal control C57BL/6 (B6) mice were purchased from Japan SLC Inc. (Hamamatsu, Japan). Mice were maintained in special-pathogen-free housing at 1:1 dark and light conditions with *ad libitum* food and water supply.

### Sample Preparation

Mice at 1, 3, and 6 months of age were deeply anesthetized with a mixture of an aesthetic agent as previously described (1), and the kidney slices were fixed with 10% neutral buffer formalin (NBF), 4% paraformaldehyde (PFA), and 2.5% glutaraldehyde (GTA) for histopathological, immunohistochemical, and electron microscopy studies, respectively.

### Dexamethasone (Dex) Administration

Twelve-week-old LPR female mice were divided into two groups: Dex (n = 6) and control group (n = 6). Mice in the Dex group received Dex daily with drinking water and weekly intraperitoneal injections of 0.4 mg/kg body weight, whereas the control group received normal drinking water daily and saline once intraperitoneally every week. Both groups of mice were sacrificed at 22 weeks of age.

### Immunohistochemistry and Immunofluorescence

NBF-fixed paraffin blocks were cut and stained with hematoxylin and eosin (HE), and periodic acid Schiff-hematoxylin (PAS-H) to examine the renal histopathology. Immunodetection of cell markers was performed as previously described (1) for B cells (B220), T cells (CD3), macrophages (Iba1), lymphatic vessels (LYVE-1), high endothelial venule (PNAd), Vimentin, LCs (CCL8, CXCL9 and CXCL13), smooth muscle actin (SMA), follicular dendritic cell (CD21), MHC II, plasma cell (CD138), immunoglobulin (IgG and IGM), and damaged tubules (interleukin 1, family member 6, IL-1F6). The staining conditions are listed in **Supplementary Table 1**.

### Combination of Immunohistochemistry and Aniline Blue Staining

Immunohistochemistry against CXCL13 was performed as previously described. The same tissue sections were stained with aniline blue to colocalize CXCL13 and collagen fibers.

### Histoplanimetry

HE, PAS-H, and immunohistochemistry stained slides from three different planes of the kidney were converted to virtual slides using Nano Zoomer 2.0 RS (Hamamatsu Photonics Co., Ltd.; Hamamatsu, Japan), and the stained area and positive cells were counted using NDP.view2 software (Hamamatsu Photonics Co., Ltd.).

### Reverse Transcription and Real-Time PCR

Total RNA, complementary DNA synthesis, and real-time PCR with Brilliant III SYBR Green QPCR master mix and Mx3000P (Agilent Technologies, La Jolla, CA, USA) was performed as described in our previous study (8). The primers used are listed in **Supplementary Table 2**.

### *In Situ* Hybridization

*In situ* hybridization was performed for *Ccl8*, *cxcl9*, and *cxcl13* as described in our previous study (8). The probes used are listed in **Supplementary Table 2**.

### Microarray Analysis

The excised kidney was treated with RNAlater (Thermo Fisher Scientific) overnight at 4°C. Then, the RNAlater was replaced with TRIzol reagent and stored at –80°C for further analysis (Life Technologies, California, USA). Total RNA was isolated using Trizol reagent following the manufacturer’s instructions. RNA integrity was validated using an Agilent 2100 Bioanalyzer II (Agilent Technologies, Santa Clara, CA, USA), and complementary RNA was synthesized using a Low Input Quick Amp Labeling Kit (Agilent Technologies). Gene expression was analyzed using an Agilent Technologies Microarray Scanner and SurePrint G3 Mouse 8x60K v2.0 (Agilent Technologies), and the raw data normalized by 75Percentile shift (GeneSpring; Agilent Technologies). Toppgene Suite (https://toppgene.cchmc.org/) and Heatmapper (http://www.heatmapper.ca/) were used for gene ontology (GO) analysis and heatmap preparation, respectively, for genes that showed ≥10 folds compared to the control. Microarray data were deposited in a public repository (GSE160488, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160488).

### Scanning Electron Microscopy (SEM)

We modified the sample preparation for SEM for the examination of VALT. Briefly, the mice were perfused with 2.5% GTA through the ventricle. The excised kidney was sliced and fixed with GTA and PFA for 4 and 12 h, respectively, to prepare the paraffin block. The paraffin blocks were cut at 5 mm thickness and mounted on a glass slide. The sections were deparaffinized, fixed, and post-fixed with GTA and osmium tetroxide. The specimen was coated with ion sputter (Hitachi; Tokyo, Japan) for 1 min and examined with an S-4100 SEM (SU 8000, Hitachi) with an accelerated voltage of 10 kV.

### Statistical Analysis

Control and diseased mice were compared using the nonparametric Mann–Whitney *U* test (*P* < 0.05). The Kruskal-Wallis test was used to compare three or more populations, and multiple comparisons were performed using Scheffe’s method when significant differences were observed (*P* < 0.05). The genes that showed expression ≥10 folds compared to the control were selected for statistical analysis, and significant differences between control and disease were calculated by analysis with a 2-tailed Student’s *t* test. Spearman’s rank correlation coefficient (*P* < 0.05) was used to examine the correlation among different parameters.

## Results

### Prevalence of Perivascular Cellular Cluster (PCC) in the Kidney at Different Ages

We examined the prevalence of PCC in lupus prone LPR mice and its corresponding control MRL mice kidney at different ages (**Figure 1**). There was no PCC in any of the mice at 1 month of age (**Figures 1A, B**). At 3 months, PCC was absent in MRL mice but was observed in LPR mice (**Figures 1C, D**). At the later stage (6 months), PCC was observed in both MRL and LPR mouse kidneys, but it was larger in LPR mice (**Figures 1E, F**). We also examined PCC in another lupus-prone mice (Yaa) and normal control B6 mouse kidneys at different ages (**Supplementary Figure 1**). There was no PCC in 1 and 3-month-old B6 and Yaa mice kidneys (**Supplementary Figures 1A–D**). At 6 months of age, PCC was observed in both B6 and Yaa mice kidneys, but it was comparatively larger in Yaa mice (**Supplementary Figures 1E, F**).

**Figure 1:**
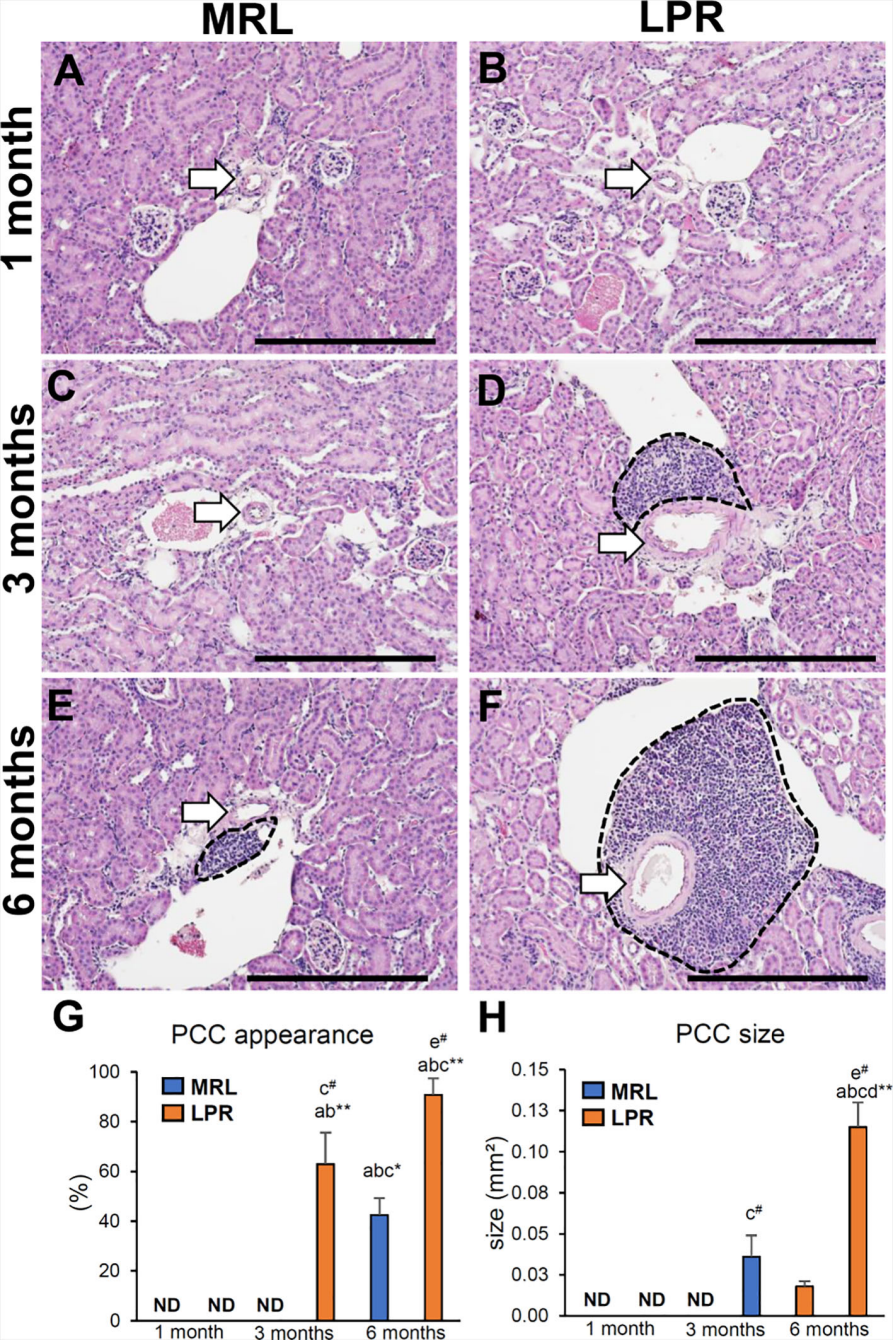
Appearance of PCC at different ages of lupus nephritis model mice kidney. **(A, B)** Absence of PCC near the blood vessel (arrow) in MRL and LPR mice kidney at 1 month of age. **(C)** Absence of PCC near the blood vessel (arrow) in MRL mice kidney at 3 months of age. **(D)** Presence of PCC (dashed area) near the blood vessel (arrow) in LPR mice kidney at 3 months of age. **(E, F)** Presence of PCC (dashed area) near the blood vessel (arrow) in MRL and LPR mice kidney at 6 months of age (HE stain). **(G)** Percentage of PCC appearance in MRL and LPR mice at different ages. **(H)** Size of PCC in MRL and LPR mice at different ages. The values are the mean ± standard error (s.e.). Significant difference from the control in the same age group is indicated by ^#^ (*P* < 0.05, Mann–Whitney *U-*test). Significant differences from the other groups are indicated by * (*P < 0.05, **P < 01, Kruskal-Wallis test followed by Scheffe’s method). n = 4. A, B, C, D, E, and F denote 1 month old MRL, 1 month old LPR, 3 month old MRL, 3 month old LPR, 6 month old MRL, and 6 month old LPR mice, respectively. Bars = 100 *µ*m. PCC, perivascular cellular cluster; HE, hematoxylin and eosin; ND, not detectable.

The percentage of PCC and its relative size were greater in LPR mice than in MRL mice, at 3 and 6 months of age (**Figures 1G, H**). The percentage of appearance and size of PCC was also higher in LPR mice at 6 months of age compared to the respective controls at the same age and all mice at other ages.

### Cellular Characterization of PCC

We characterized the PCC cluster cells by immunohistochemistry using different cell markers (**Figure 2**). We observed that PCCs were composed of B-, T-cells, and macrophages (**Figures 2A–L**). Next, we examined the presence of high endothelial venules (HEV) and lymphatic vessels in or around the clusters. We did not observe any high HEV either in or around the PCC in either MRL or LPR mice (data not shown). However, LYVE-1^+^ lymphatic vessels accompanied by arteries were found in MRL mice at 3 months of age, though no cellular cluster was observed (**Figure 2M**), whereas lymphatic vessels were observed in and around PCC in 6 month old MRL, and 3 and 6 month old LPR mice (**Figures 2N–P**). The number of B-, T-cells, and macrophages in the cluster was higher in LPR mice than in control mice at all ages, but highest in LPR mice at 6 months of age (**Figures 3A–C**). We also examined PCCs by SEM (3D). No abnormality of the vascular wall was observed, and cluster cells were arranged in chambers made by stromal anastomoses (**Figures 3D-A’, B’**).

**Figure 2:**
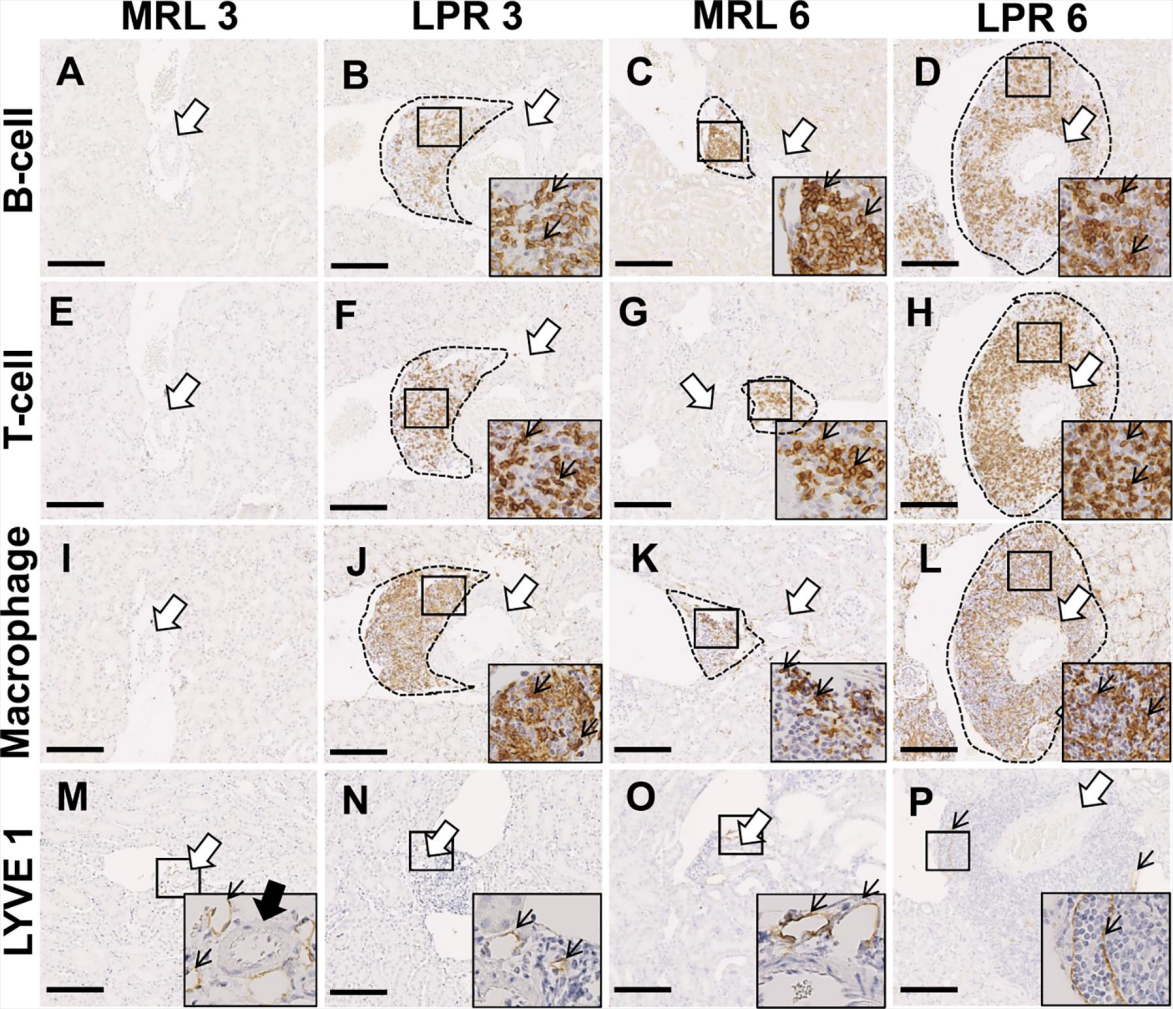
Cellular characterization of PCC at 3 and 6 months of age. **(A–D)** B-cell infiltration (thin arrow) near the blood vessel (arrow) in PCC (dashed area) of MRL and LPR mice kidney at 3 and 6 months of age (IHC). **(E–H)** T-cell infiltration (thin arrow) near the blood vessel (arrow) in PCC (dashed area) of MRL and LPR mice kidney at 3 and 6 months of age (IHC). **(I–L)** Macrophage infiltration (thin arrow) near the blood vessel (arrow) in PCC (dashed area) of MRL and LPR mice kidney at 3 and 6 months of age (IHC). **(M–P)** LYVE1^+^ lymphatic vessels (thin arrow) near the blood vessel (arrow) in PCC (dashed area) of MRL and LPR mice kidney at 3 and 6 months of age (IHC). Bars = 100 *µ*m. PCC, perivascular cellular cluster; IHC, immunohistochemistry.

**Figure 3:**
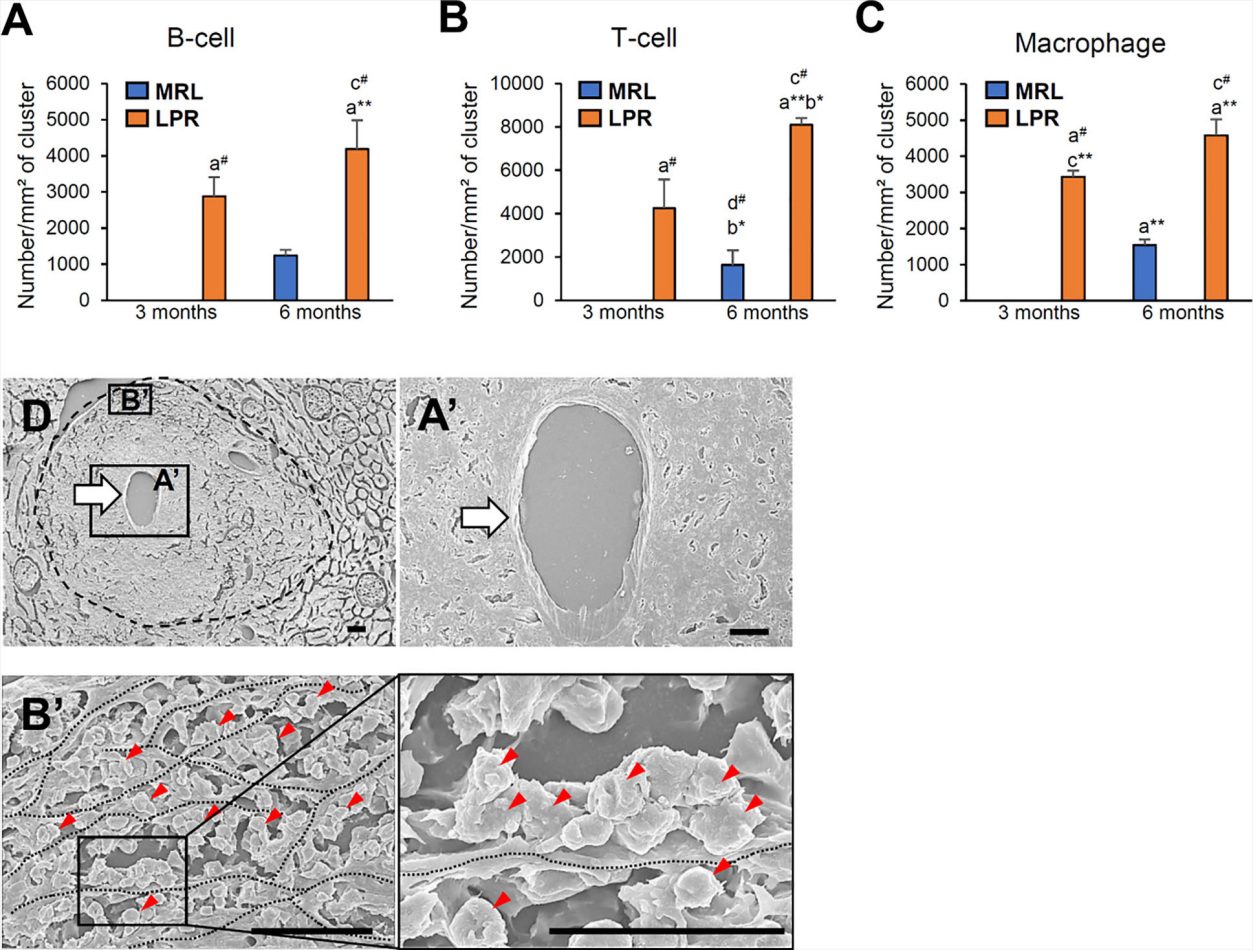
Number of different cellular infiltrates and their cellular organization in PCC. **(A–C)** Number of infiltrating B cells **(A)**, T-cells **(B)**, and macrophages **(C)** in PCC of MRL and LPR mice kidney at 3 and 6 months of age. The values are the mean ± s.e. Significant difference from the control in the same age group is indicated by ^#^ (*P* < 0.05, Mann–Whitney *U-*test). Significant differences from the other groups are indicated by * (*P < 0.05, **P < 01, Kruskal-Wallis test followed by Scheffe’s method). n = 4. A, B, C, and D denote 3 months-old MRL, 3 months-old LPR, 6 months-old MRL, and 6 months-old LPR mice, respectively. **(D)** A PCC (encircled dashed area) surrounds the artery (thick arrow), which has no abnormality in wall (A’, thick arrow). Immune cells (red arrowheads) are arranged in chambers made by stromal anastomoses (B’) (dotted line). Immune cells (red arrowheads) are attached to the stromal wall (inset) (dotted line). SEM. Bars = 10 µm. PCC, perivascular cellular cluster; SEM, scanning electron microscopy.

### Evaluation of LC and Molecules Responsible for Lymphoid Tissue Formation

As the PCC consists of B-, T-cells, and macrophages and has lymphatic vessels, we examined the principle LC (*Cxcl13*) and its receptor (*Cxcr5*) responsible for lymphoid tissue formation in 3 and 6-month-old mice to distinguish PCC from the perivascular cuffing (**Figure 4**). The expression of both *Cxcl13* and *Cxcr5* was upregulated in LPR mice compared to their respective controls (**Figures 4A, B**). Higher levels of serum anti-dsDNA antibody were found in the LPR mice compared to the control (**Figure 4C**). Examination of the inflammatory cytokines in the whole kidney revealed upregulation of *Ifng* compared to their respective controls, only in LPR mice (**Figure 4D**). Importantly, serum anti-dsDNA antibody was correlated with *Cxcl13* expression, PCC appearance, and *Ifng* expression level (**Supplementary Figures 2A–C**). Moreover, *Ifng* expression was correlated with the expression level of *Cxcl13* and the appearance of PCC (**Supplementary Figures 2D, E**). Since we observed a higher prevalence of large PCC, upregulation of LCs, serum anti-dsDNA antibody, and inflammatory cytokines in LPR mice at 6 months of age, we performed TA on kidneys from MRL and LPR mice at this age and selected genes that showed >10-fold upregulation, for further analysis, to correlate with our histologic findings. 

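TA was performed on the kidneys of 3 female MRL mice and 3 female LPR mice at 6 months of age, with 1 array per mouse and no pooling. The paper names Trizol for the RNA isolation, whereas the sample labels name the RNeasy Mini Kit. Cy3-labelled complementary RNA was hybridized to 6 arrays of 1 Agilent SurePrint G3 mouse slide, whose probes are placed on the mouse genome build mm9 (NCBI build 37). For each spot the authors deposited the intensity from Feature Extraction 12.0.3.1, with the background subtracted and without normalization between the arrays. For the values given here, control spots and spots marked as outliers were left out, the intensities were taken to the log2 scale, and each array's 75th percentile was subtracted. Spots of 1 probe were averaged. Of 56605 probes, 39924 were well above background on at least 3 of the 6 arrays and were tested by limma with Benjamini-Hochberg adjustment. The brightest tested probe over the 6 arrays stands for a gene. A log2 change is LPR minus MRL, and values of a group are means with the SD of 3 mice. Where a probe was well above background on none of the 3 MRL arrays, the rise is given as a lower bound, from the mean of the LPR arrays over the MRL signals, each raised to at least the lowest signal well above background on its array. Between 69.6% and 70.6% of the spots were well above background on the MRL arrays, and between 70.7% and 73.5% on the LPR arrays. No spot was saturated. The number of arrays limits the precision.

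Fas, the gene mutated in the LPR strain, was measured by 2 probes on chromosome 19. The brighter probe, A_55_P2091676 (34402164 to 34402223), gave -0.23 ± 0.16 (SD, n = 3) in MRL mice and -0.70 ± 0.48 (SD, n = 3) in LPR mice. Its log2 change of -0.47 (standard error 0.24) did not pass the threshold in limma (adjusted p = 0.234), and LPR 2 was the lowest of the 6 mice. The other probe, A_52_P73385 (34383733 to 34383792), was well above background in 3 of 3 LPR mice and 0 of 3 MRL mice, and was at least 1.47-fold higher in LPR mice (adjusted p = 0.0338). Averaging both probes moved the Fas result most, to a fitted log2 change of 0.71 without passing. With the second probe at its lower bound the average is 0.04, which is still positive, so the size of the fitted average rests on MRL signals at background. The bounded average was not tested.

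**Figure D1:**
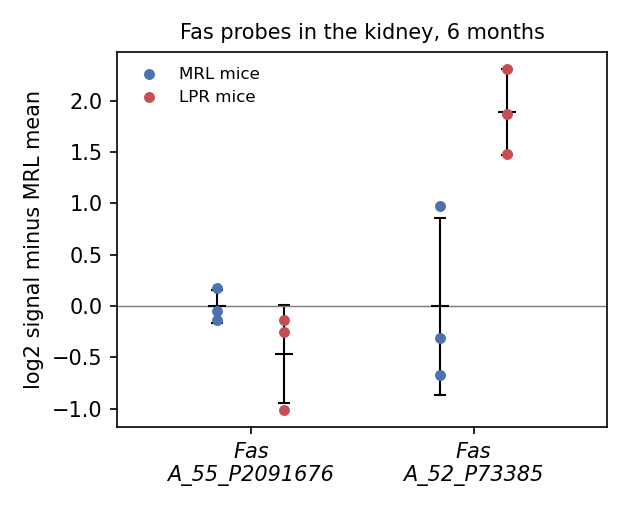
Signal of the 2 Fas probes in the kidney of each mouse at 6 months of age. Values are log2 signals relative to the array's 75th percentile, minus the MRL mean of the same probe. Points are mice, and lines are means with the SD (n = 3 per group). The brighter probe was lower in LPR mice with a log2 change of -0.47 without passing the threshold, and the other probe was above background in LPR mice only.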

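In limma, 2606 probes were higher and 2462 probes were lower in LPR mice at an adjusted p under 0.05. At an unadjusted p under 0.05 these numbers were 3926 and 8200. The median log2 change of all tested probes was -0.14, and the changes of single genes are to be read against this shift. Pearson's r between arrays, taken across probes, which are not independent replicates, was 0.990 to 0.993 within a group and 0.961 to 0.971 between MRL and LPR mice. Of the higher probes, 437 rose by at least 10-fold, and they stand for 394 genes. On 233 of the 437 probes all 3 MRL arrays were well above background, and on 114 none was. For 50 of these 114 probes the lower bound itself was at least 10-fold. Only 5 probes fell by at least 10-fold, namely those of Serpina6, Gm46902 and Ucp1 and both probes of Igfbp5. Ucp1 was above background in 1 of 3 LPR mice and is named after its values were seen. Supplementary Data Sheet 1 of the paper holds 459 entries, none of them a fall, and all 459 were matched within 0.1% to the signals of 441 different probes. Of the 437 probes, 436 are in that sheet. Selected by a fold of at least 10, as in the paper, 442 probes rose. The methods' test on log2 values gave 438 of these probes an unadjusted p under 0.05, and 371 passed after adjustment. Normexp background correction moved the number of probes at least 10-fold higher most, to 174.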

GO analysis using upregulated transcripts revealed an LPR kidney expression signature associated with lymphoid tissue formation (GO:0048534, *P* = 4.14e^-25^) (**Figure 4E**). 

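Figure 4E labels 46 genes, all of which were tested. In limma, 42 of them were higher in LPR mice, 2 were lower and 2 did not pass the threshold. The paper chose these genes among transcripts that rose by over 10-fold on the same arrays, so the tally is not independent evidence. For 8 of the 46 genes no MRL array was well above background, with rises from at least 3.67-fold for Arl11 to at least 22.5-fold for Clec4e. The other genes that passed rose by 2.73-fold to 60.8-fold, with a median of 11.8-fold. The largest of these rises was that of Cxcl13 (NM_018866, chromosome 5, 96389861 to 96389920), which was -5.05 ± 0.97 (SD, n = 3) in MRL mice and 0.87 ± 0.06 (SD, n = 3) in LPR mice. Its log2 change was 5.93 (standard error 0.44, adjusted p = 0.000254 from limma), and it was well above background in 2 of 3 MRL mice. Ltb (NM_008518, chromosome 17, 35333097 to 35333156) rose by 12.1-fold, from -1.22 ± 0.36 (SD, n = 3) to 2.38 ± 0.06 (SD, n = 3). Among the alternatives, keeping only probes well above background on all 6 arrays moved the tally most, to 30 higher genes, since dimmer genes were then not tested.

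The genes that fell or did not pass were Il21, Ms4a1, Ikzf3 and Ahsp. Ahsp (NM_133245) rose by 12.9-fold in the fit without passing the threshold (log2 change 3.69, standard error 1.13, adjusted p = 0.0802), and it was well above background in 1 of 3 MRL mice. It passed without MRL 1, with a log2 change of 4.93. Its signal in LPR 3 exceeded that of the next LPR mouse by 2.06 on the log2 scale. For the other 3 genes the probes of 1 gene differed. The brightest Il21 probe, A_55_P2744827 (chromosome 3, 37124300 to 37124359), had a log2 change of -0.90 (standard error 0.19, adjusted p = 0.0258), and this call was lost under 7 of 21 alternatives, including without LPR 1 or without LPR 3. The other Il21 probe, A_55_P2106121, lies on the same chromosome from 37121681 to 37121740 and was at least 4.39-fold higher in LPR mice. For Ms4a1, probe A_66_P120649 had a log2 change of -0.70 (adjusted p = 0.0497), which was lost under 15 of 21 alternatives, including each that left out 1 mouse. Its other probe, A_55_P2802151, rose by 4.99 on the log2 scale with 2 of 3 MRL mice above background. The brightest of 6 Ikzf3 probes, A_55_P2716832, did not pass the threshold (log2 change -0.03, adjusted p = 0.890), while A_52_P18746 was at least 15.1-fold higher and A_55_P2504196 rose by 4.54 on the log2 scale. Averaged over the probes of a gene, the fitted log2 changes became 1.59 for Il21, 2.15 for Ms4a1 and 1.82 for Ikzf3. With probes that no MRL array showed above background at their lower bounds, the averages are 0.62 for Il21 and 1.57 for Ikzf3. Among the genes counted as higher, Myb and Slamf6 each had a dimmer probe, above background in all 6 mice, that did not pass. These were A_52_P444839 (log2 change -0.03, adjusted p = 0.956) for Myb and A_66_P140847 (log2 change -0.26, adjusted p = 0.545) for Slamf6.

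**Figure D2:**
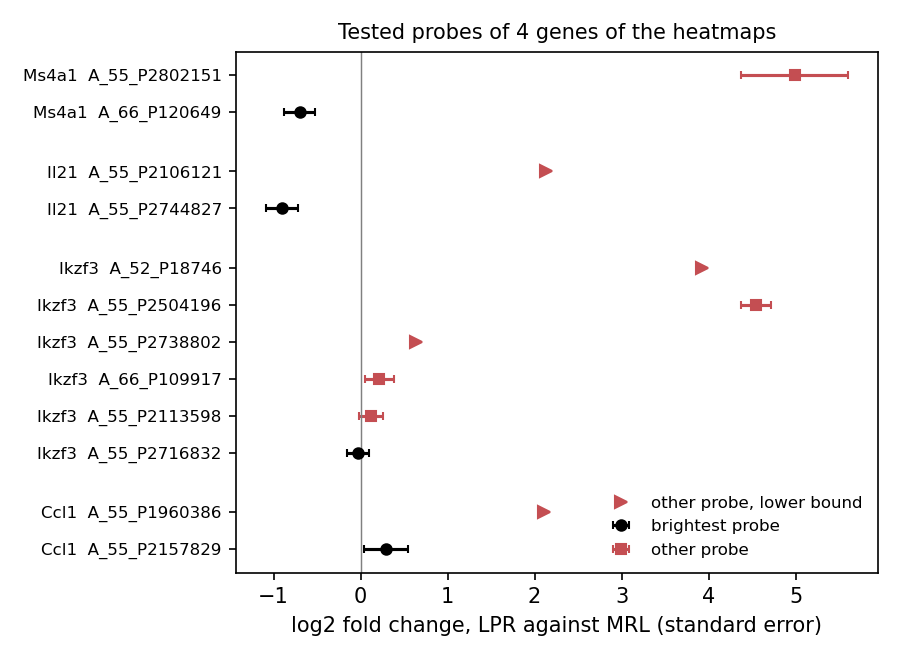
Log2 change, LPR against MRL mice (n = 3 each), of each tested probe of genes whose probes differ. Circles and squares are changes with their standard errors, for the brightest and the other probes, and triangles are lower bounds where no MRL array was well above background. The brightest Il21 and Ms4a1 probes lie below 0, and other probes of these genes lie above it.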

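All 29 genes labelled in Figure 5A were tested, and 27 of them were higher in LPR mice in limma. These genes, too, were chosen by the paper on the same arrays. For 4 of them no MRL array was well above background, with rises from at least 11.1-fold for Cxcr5 to at least 16.4-fold for Ifng. The others rose by 3.02-fold to 103-fold, with a median of 12.7-fold. The chemokine receptor Cxcr3 (NM_009910, chromosome X, 98926920 to 98926979) was -3.07 ± 0.11 (SD, n = 3) in MRL mice and 0.52 ± 0.21 (SD, n = 3) in LPR mice, a 12.0-fold rise (standard error of the log2 change 0.14, adjusted p = 1.79e-05 from limma). Itgax (NM_021334, chromosome 7, 135294052 to 135294111) rose by 14.2-fold, a difference larger than the spread between mice. The brightest Ccl1 probe, A_55_P2157829, did not pass the threshold (log2 change 0.29, standard error 0.25, adjusted p = 0.469), and a dimmer probe, A_55_P1960386, was at least 4.30-fold higher. Of the genes counted as higher, Il1rn had a dimmer probe that did not pass, A_55_P1962400 (log2 change 0.80, adjusted p = 0.100). With the probes of each gene averaged, which takes in MRL signals at background, all 29 genes were higher. Keeping only probes above background on all 6 arrays left 22 higher genes.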

GO also identified an expression signature associated with leukocyte migration (GO:0050900, *P* = 9.24e^-18^) (**Figure 5A**). Moreover, TA analysis revealed upregulation of HEV forming molecules (*Glycam* and *St8sia4*) and adhesive molecules (*Icam* and *Vcam*) (**Figure 5B**).

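Among the 4 genes behind the HEV forming and adhesive molecules, 3 were higher in LPR mice. St8sia4 (NM_009183, chromosome 1, 97484331 to 97484390) was -2.13 ± 0.11 (SD, n = 3) in MRL mice and -0.25 ± 0.19 (SD, n = 3) in LPR mice. This was a 3.68-fold rise (log2 change 1.88, standard error 0.13, adjusted p = 0.000219 from limma). Icam1 (NM_010493, chromosome 9, 20833186 to 20833245) rose by 1.99-fold, from 0.99 ± 0.07 to 1.98 ± 0.06 (SD, n = 3 each), with an adjusted p of 0.00107 from limma. Vcam1 (NM_011693, chromosome 3, 115813216 to 115813275) rose by 4.85-fold, from 0.04 ± 0.12 to 2.32 ± 0.40 (SD, n = 3 each), with an adjusted p of 0.000602 from limma. The rise of Vcam1 did not pass the methods' test on linear values after adjustment over all probes, which the paper's methods do not name. The second probe of each of these 3 genes was higher as well. Glycam1 (NM_001289587, chromosome 15, 103393187 to 103393246) had a log2 change of -0.14 (standard error 0.10, adjusted p = 0.396 from limma). Its other probe was well above background in 2 of 3 LPR mice and 0 of 3 MRL mice, and was not tested. Figure 5B also labels Cmah, which the text of the paper does not name and which is outside these 4 genes. Cmah did not pass (log2 change -0.05, standard error 0.12, adjusted p = 0.815 from limma). Adjusted over the list alone, 3 of the 4 genes were higher. The study chose the list on these samples, so this is not independent evidence.

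**Figure D3:**
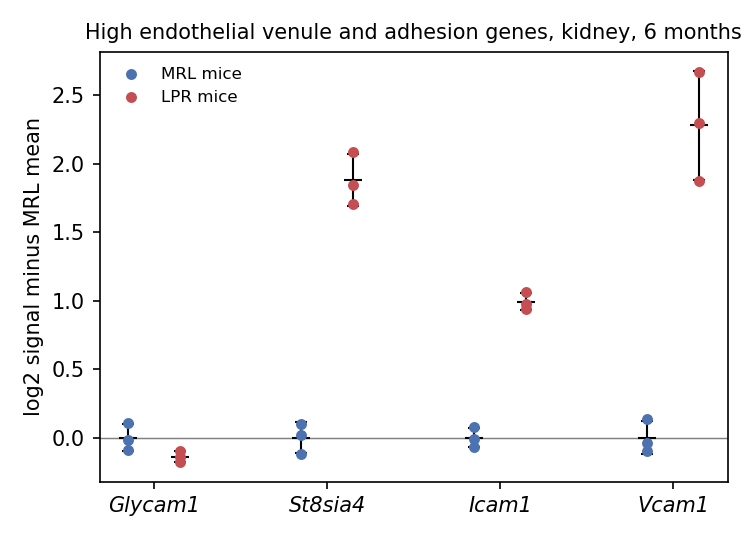
Signal of Glycam1, St8sia4, Icam1 and Vcam1 in the kidney of each mouse at 6 months of age. Values are log2 signals relative to the array's 75th percentile, minus the MRL mean of the same probe. Points are mice, and lines are means with the SD (n = 3 per group). For St8sia4, Icam1 and Vcam1 all LPR mice lie above all MRL mice, and Glycam1 had a log2 change of -0.14.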

**Figure 4:**
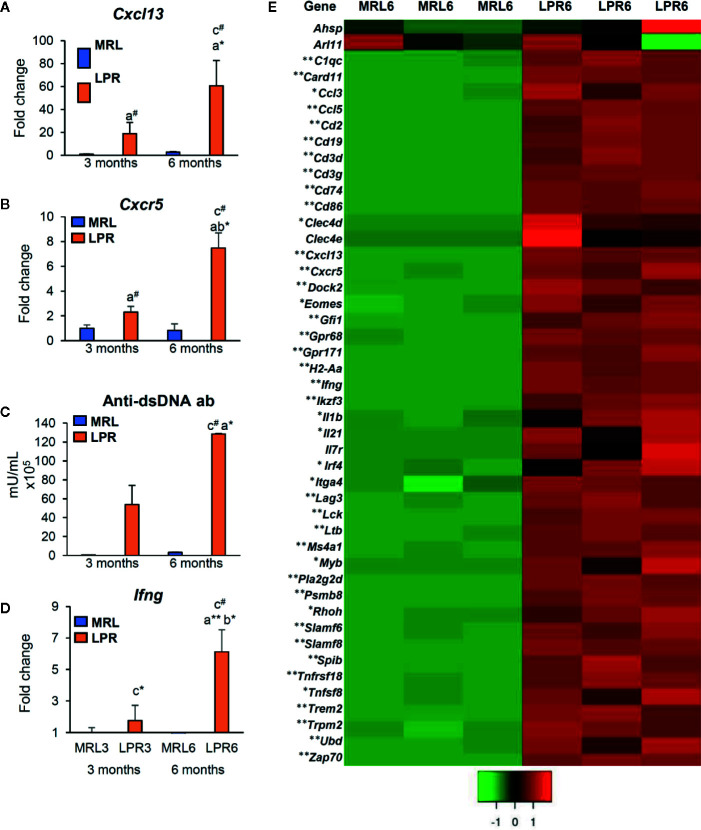
Expression of lymphorganogenic chemokines, cytokines, and costimulatory molecules. **(A, B)** Relative *mRNA* expression of *Cxcl13* **(A)** and *Cxcr5* **(B)** in MRL and LPR mice at 3 and 6 months of age (qPCR). **(C)** Serum anti-dsDNA antibody in MRL and LPR mice at 3 and 6 months of age (ELISA). **(D)** Relative mRNA expression of *Ifng* in MRL and LPR mice at 3 and 6 months of age (qPCR). The expression levels were normalized to the levels of *actb*. The values are the mean ± s.e. Significant difference from the control in the same age group is indicated by ^#^ (*P* < 0.05, Mann–Whitney *U-*test). Significant differences from the other groups are indicated by * (*P < 0.05, **P < 01, Kruskal-Wallis test followed by Scheffe’s method). n = 4. A, B, C, and D denote 3 months old MRL, 3 months old LPR, 6 months old MRL, and 6 months old LPR mice, respectively. **(E)** Expression of transcripts for lymphorganogenic chemokines, cytokines, co-stimulatory molecules, and their receptors in MRL and LPR mice kidney at 6 months of age. Microarray analysis, significant difference from the control is indicated by * (*P < 0.05, **P < 01, 2-tailed Student’s *t* test). n = 3. qPCR, Quantitative PCR; dsDNA ab, double strand DNA antibody; ELISA, enzyme-linked immunosorbent assay; *Ifng*, interferon gamma.

**Figure 5:**
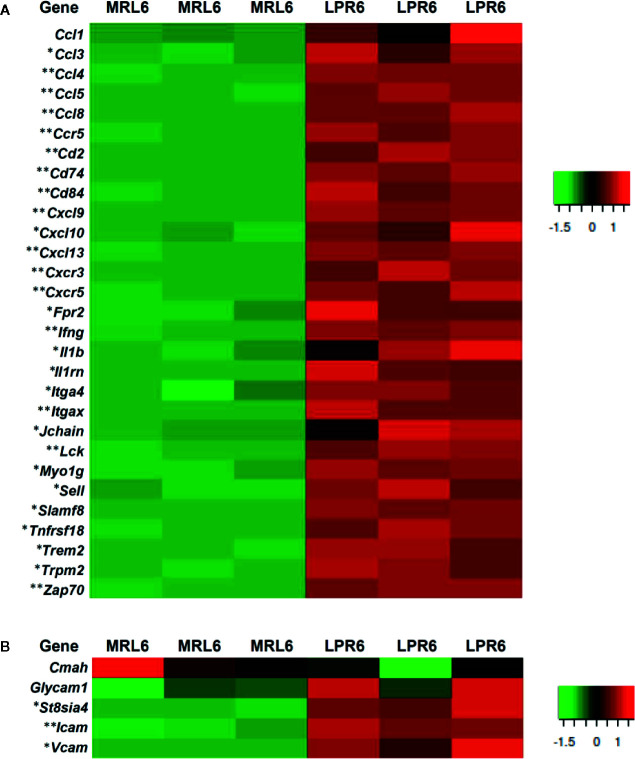
Expression of different transcripts related to leukocyte migration, high endothelial venules forming molecules, and adhesion molecules. **(A)** Gene transcripts related to leukocyte migration in MRL and LPR mice at 6 months of age. Microarray analysis, significant difference from the control is indicated by * (*P < 0.05, **P < 01, 2-tailed Student’s *t* test). n=3. **(B)** Gene transcripts related to high endothelial venules forming molecules and adhesion molecules in MRL and LPR mice at 6 months of age. Microarray analysis, significant difference from the control is indicated by * (*P < 0.05, **P < 01, 2-tailed Student’s *t* test). n=3.

### Localization of Structures Producing LCs for Lymphoid Tissue Formation in PCC

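The array holds probes for 34 chemokine ligand genes, of which 28 were tested and 21 were higher in LPR mice in limma. Adjusted over the list alone, 22 were higher. The largest rise was that of Ccl8 (NM_021443, chromosome 11, 81930108 to 81930167), from -1.88 ± 0.41 (SD, n = 3) in MRL mice to 4.80 ± 0.14 (SD, n = 3) in LPR mice. Its log2 change was 6.68 (standard error 0.21, adjusted p = 1.18e-05 from limma), a 103-fold rise. Cxcl9 (NM_008599, chromosome 5, 92752191 to 92752250) rose by 62.1-fold, from -4.52 ± 0.53 to 1.43 ± 0.09 (SD, n = 3 each), with a log2 change of 5.96 (standard error 0.25, adjusted p = 2.53e-05 from limma). Cxcl13 followed with a log2 change that was below that of Cxcl9 by less than its own standard error. Ccl12 (34.5-fold, above background in 2 of 3 MRL mice), Ccl4 (26.2-fold) and Ccl5 (25.7-fold) came next. Ccl3 was at least 13.3-fold higher, with no MRL array above background. In all, 7 chemokine ligand genes rose by at least 10-fold. This number fell to 4 with normexp background correction and to 4 among probes above background on all 6 arrays.

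**Figure D4:**
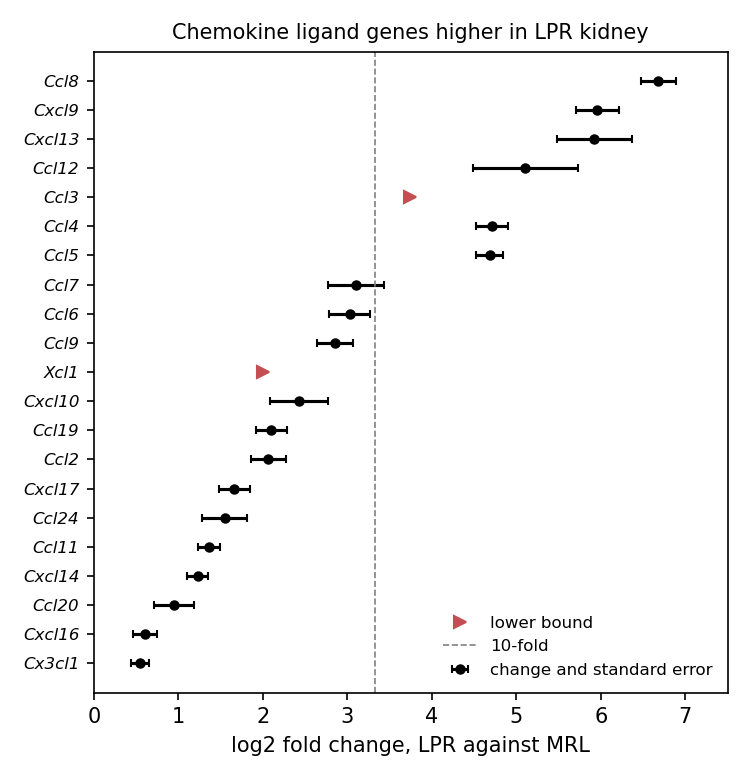
Log2 change, LPR against MRL mice (n = 3 each), of the chemokine ligand genes that were higher in limma in the kidney at 6 months of age. Tested genes that did not pass are not drawn. Circles are changes with their standard errors, triangles are lower bounds where no MRL array was well above background, and the dashed line marks a 10-fold rise. Ccl8 has the largest change, at 6.68, followed by Cxcl9 at 5.96.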

We aimed to characterize the 3 most abundantly expressed chemokines (*Ccl8*, *Cxcl9*, and *Cxcl13*) in TA analysis related to leukocyte chemotaxis and migration (**Supplementary Data Sheet 1**). Therefore, we examined the protein localization of chemokine CCL8, CXCL9, and -13 in PCC. CCL8 localization was not observed in MRL mice kidney at 3 months of age, but its localization was observed with vimentin in the PCC of LPR mice at 3 months of age, and in MRL and LPR mice at 6 months of age (**Figures 6A–D**). CXCL9 localization was not observed in MRL mice kidney at 3 months of age, but its localization was observed with vimentin in the PCC of LPR mice at 3 months of age, and in MRL and LPR mice at 6 months of age (**Figures 6E–H**). Similarly, CXCL13 localization was not observed in MRL mice kidney at 3 months of age, but its localization was observed with vimentin in the PCC of LPR mice at 3 months of age, and in MRL and LPR mice at 6 months of age (**Figures 6I–L**). *Ccl8*, *Cxcl9*, and *Cxcl13* expression was not observed in MRL mice kidney at 3 months of age, but its expression was observed in PCC of LPR mice at 3 months of age, and in MRL and LPR mice at 6 months of age (**Figures 6M–X**).

**Figure 6:**
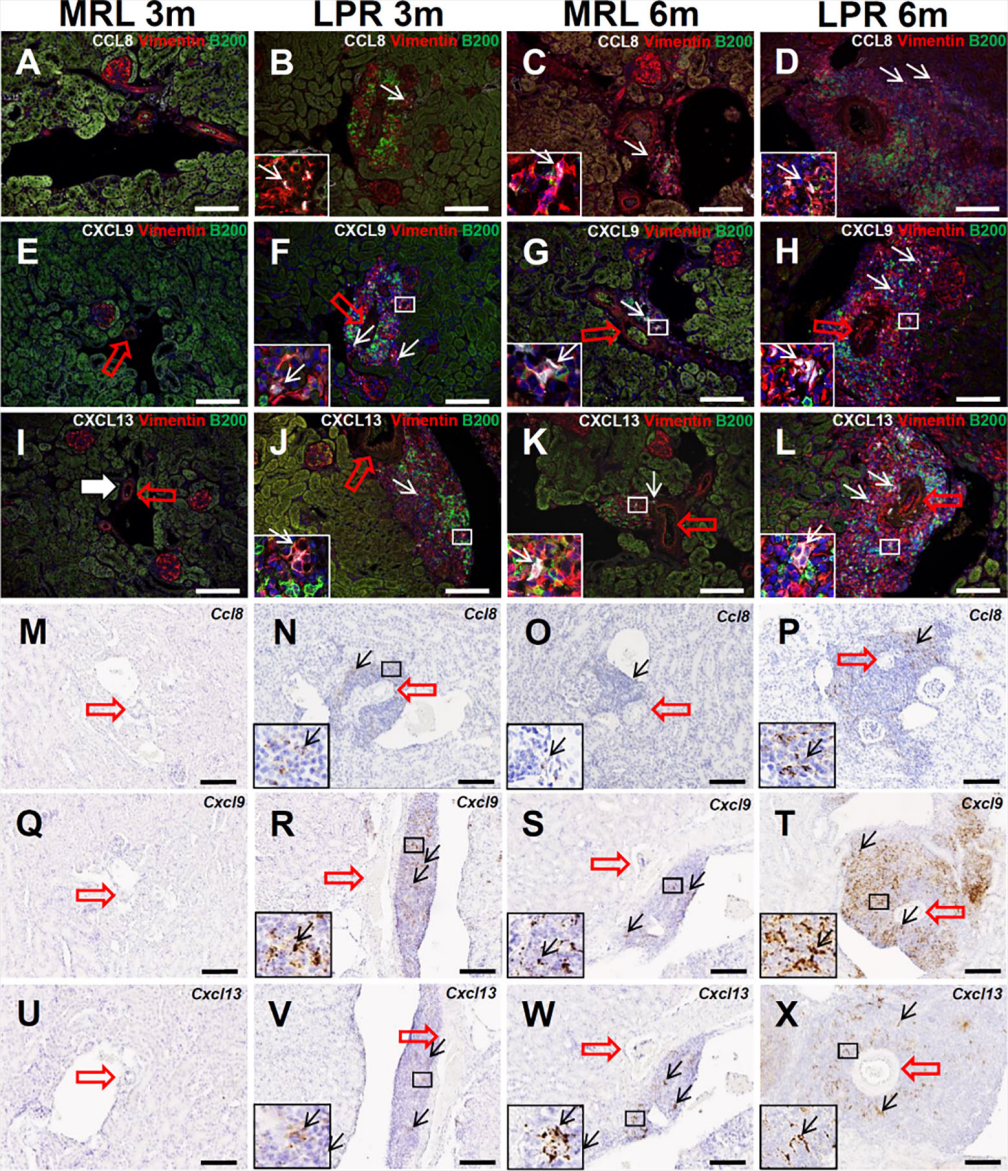
Localization and expression of lymphorganogenic chemokines in PCC. **(A–D)** Colocalization (arrows) of CCL8 with vimentin and B200^+^ B cells in PCC near the blood vessel (thick arrow) of MRL and LPR mice at 3 and 6 months of age (IF stain). **(E–H)** Colocalization (arrows) of CXCL9 with vimentin and B200^+^ B cells in PCC near the blood vessel (thick arrow) of MRL and LPR mice at 3 and 6 months of age (IF stain). **(I–L)** Colocalization (arrows) of CXCL13 with vimentin and B200^+^ B cells in PCC near the blood vessel (thick arrow) of MRL and LPR mice at 3 and 6 months of age (IF stain). **(M–P)** Expression (arrows) of *Ccl8* in PCC near the blood vessel (thick arrow) of MRL and LPR mice at 3 and 6 months of age (ISH). **(Q–T)** Expression (arrows) of *Cxcl9* in PCC near the blood vessel (thick arrow) of MRL and LPR mice at 3 and 6 months of age (ISH). **(U–X)**. Expression of *Cxcl13* in PCC near the blood vessel (thick arrow) of MRL and LPR mice at 3 and 6 months of age (ISH). Bars = 100 µm. PCC, perivascular cellular cluster; IF, immunofluorescence; ISH, *in situ* hybridization.

### Vascular and Perivascular Structures Produced LCs

We also examined the role of vascular and perivascular structures in the production of LCs for lymphoid tissue formation. Protein localization and expression for *Ccl8* and *Cxcl9* in vascular structures was not observed in mice at any stage (data not shown). CXCL13 protein was not observed in MRL mice vascular structures at 6 months of age, but it was co-localized with SMC in the tunica media of the arteries in LPR mice at the same age (**Figures 7A–F**). This result was also confirmed by *in situ* hybridization, which revealed that SMC of the vascular tunica media expressed *Cxcl13* in LPR mice at 6 months of age (**Figures 7G, H**). TA showed upregulation of different collagen fibers in the kidney of LPR mice, compared to that in MRL mice (**Figure 7I**). 

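For the 4 collagen genes of Figure 7I, the largest rise was that of Col1a1 (NM_007742, chromosome 11, 94813075 to 94813134), from -0.68 ± 0.29 (SD, n = 3) in MRL mice to 1.69 ± 0.12 (SD, n = 3) in LPR mice. Its log2 change was 2.37 (standard error 0.17, adjusted p = 0.000203 from limma), a 5.18-fold rise. Col3a1 (NM_009930, chromosome 1, 45405589 to 45405648) rose by 2.70-fold, with a log2 change of 1.43 (standard error 0.17, adjusted p = 0.00250 from limma). Col6a2 (NM_146007, chromosome 10, 76058931 to 76058990) rose by 2.29-fold and Col2a1 (NM_031163, chromosome 15, 97806485 to 97806544) by 1.92-fold, with adjusted p of 0.00112 and 0.00348 from limma. A dimmer Col6a2 probe, A_52_P362757, did not pass (log2 change 0.60, adjusted p = 0.118). These 4 genes passed in limma, over all probes and adjusted over the list alone, and under each of the 21 alternatives. The study chose them on these samples, so this is not independent evidence. Over all 44 collagen genes on the array, 39 were tested, 11 were higher and 4 were lower, and 24 did not pass. Adjusted over the list alone, these numbers were 12 higher and 5 lower. The genes that fell were chosen after their values were seen. They were Col11a1 with a log2 change of -1.03, Col24a1 with -1.08, Col13a1 with -0.78 and Col4a3 with -0.55. Each kept its direction under all 21 alternatives, and the call of Col4a3 was lost under 11 of them, including each that left out 1 mouse apart from LPR 1. The number of higher collagen genes lay between 8 and 12 under the alternatives.

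**Figure D5:**
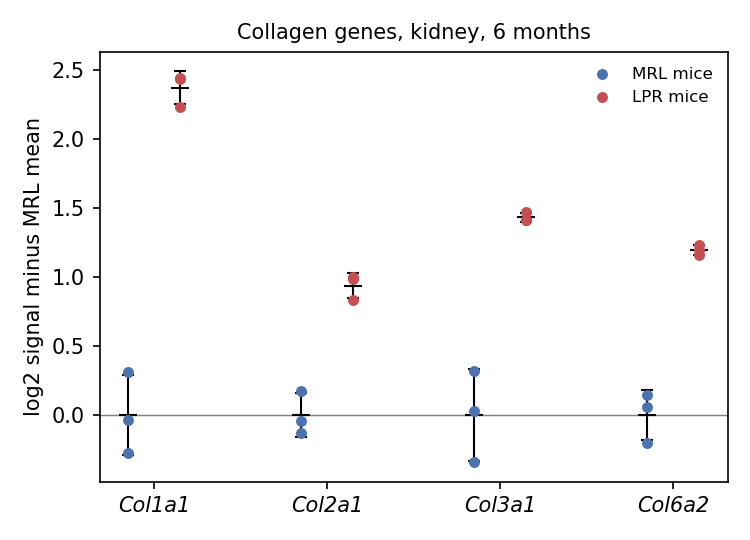
Signal of Col1a1, Col2a1, Col3a1 and Col6a2 in the kidney of each mouse at 6 months of age. Values are log2 signals relative to the array's 75th percentile, minus the MRL mean of the same probe. Points are mice, and lines are means with the SD (n = 3 per group). All LPR mice lie above all MRL mice for the 4 genes, with rises from 1.92-fold to 5.18-fold.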

The combination of immunohistochemistry for CXCL13 and aniline blue staining revealed colocalization of collagen fiber and CXCL13 (**Figures 7J-A’, B’**) in LPR mice at 6 months of age. PCC was termed as vasculature-associated lymphoid tissue (VALT) hereafter, since vascular and perivascular structures produce LCs for PPC formation.

**Figure 7:**
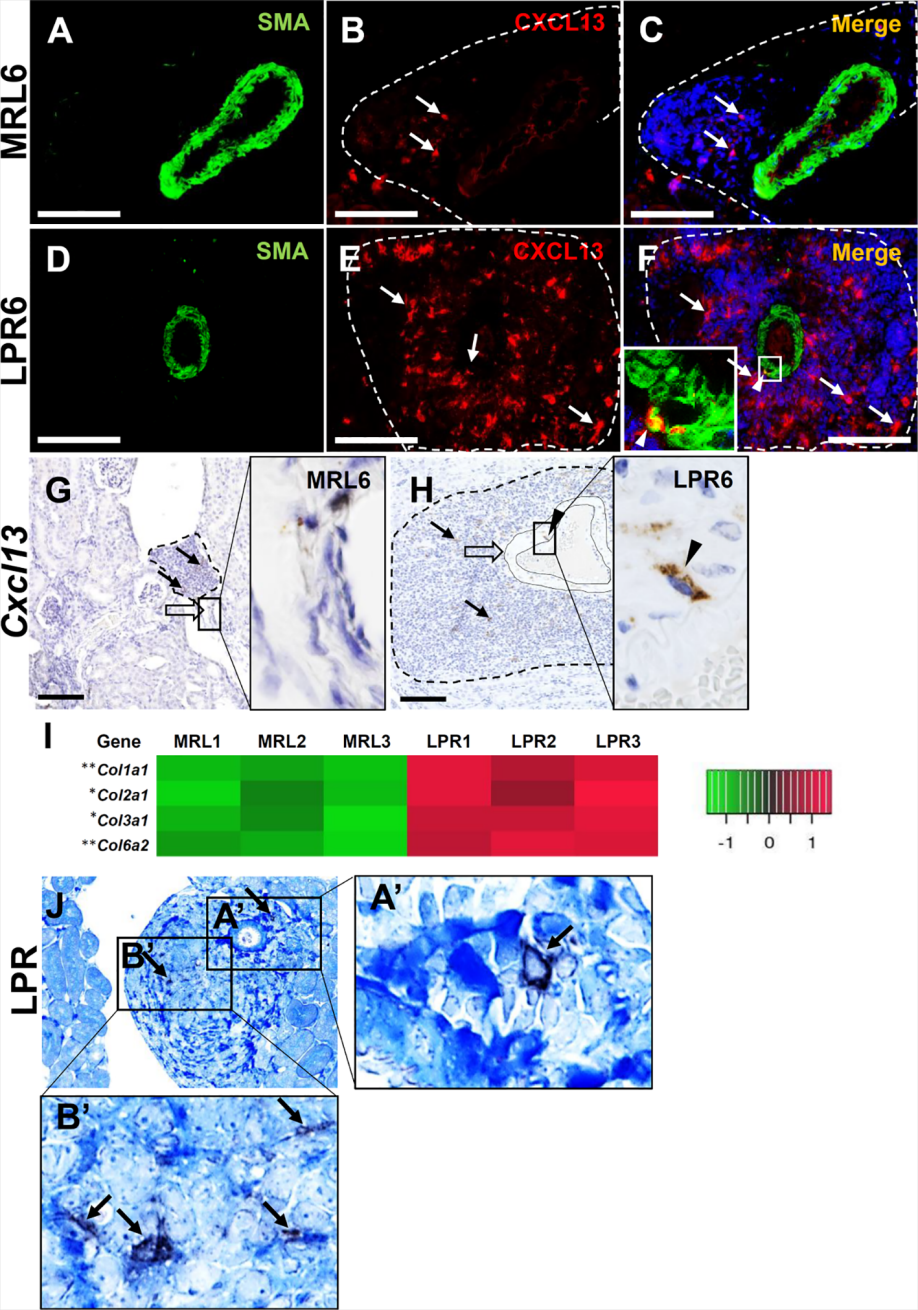
Lymphorganogenic chemokine localization and expression in vascular and perivascular structure. **(A–C)** CXCL13 (arrow) did not colocalize with SMA^+^ smooth muscle cells of the arteries in MRL mice at 6 months of age (IF stain). **(D–F)** CXCL13 (arrow) colocalized (arrowhead) with SMA^+^ smooth muscle cell of the artery in LPR mice at 6 months of age (IF stain). **(G, H)** *Cxcl13* was not expressed at the arterial wall of MRL mice **(G)** at 6 months of age but was expressed at the arterial wall of LPR mice at the same age **(H)** (ISH). **(I)** Transcripts for different genes of collagen in MRL and LPR mice at 6 months of age. Microarray analysis, significant difference from the control is indicated by * (*P < 0.05, **P < 01, 2-tailed Student’s *t* test). n = 3. **(J)** Colocalization of CXCL13 (arrow) with collagen fiber in PCC of LPR mice at 6 months of age (IHC and aniline blue stain). Bars = 100 µm. PCC, perivascular cellular cluster; IF, immunofluorescence; ISH, *in situ* hybridization; IHC, immunohistochemistry.

### Antigen Presentation in VALT

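Of the 28 genes labelled in Figure 8A, 26 were higher in LPR mice in limma, and the brightest probes of Il21 and Ms4a1 were lower, as described for lymphoid tissue formation. For 6 genes no MRL array was well above background, with rises from at least 11.0-fold for H2-DMb2 to at least 17.7-fold for Tnfrsf13c. The other genes that passed rose by 4.78-fold for Il1b to 25.7-fold for Ccl5, with a median of 12.0-fold. The invariant chain gene Cd74 (NM_001042605, chromosome 18, 60972075 to 60972132) was 2.72 ± 0.01 (SD, n = 3) in MRL mice and 6.43 ± 0.08 (SD, n = 3) in LPR mice. This was a 13.1-fold rise (standard error of the log2 change 0.10, adjusted p = 7.47e-06 from limma). The MHC class II genes H2-Aa (NM_010378, chromosome 17, 34421285 to 34421344) and H2-DMa (NM_010386, chromosome 17, 34274300 to 34274863) rose by 10.1-fold and 10.9-fold. Gzmb (NM_013542, chromosome 14, 56877916 to 56877975) was at least 11.8-fold higher. The rise of Il1b did not pass the methods' test on log2 or on linear values after adjustment over all probes. Myb and Tnfrsf13c each had another probe that did not pass. As for the other figures, the paper chose these genes on the same arrays. With the probes of each gene averaged, MRL signals at background included, all 28 genes were higher, and among probes above background on all 6 arrays 19 were.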

GO analysis revealed several transcripts for genes related to immunological synapses (GO:0001772, *P* = 9.03e^-09^), major histocompatibility complex (MHC) class II protein binding (GO:0042289, *P* = 2.38e^-04^), MHC class II protein complex binding (GO:0023026, *P* = 4.56e^-06^), antigen binding (GO:0003823, *P* = 258e^-04^), and positive regulation of T cell activation (GO:0050870, *P* = 1.32e^-17^) (**Figure 8A**). We also evaluated VALT infiltrates for evidence of antigen presentation and found colocalization of CD3^+^ lymphocytes and Iba1^+^ macrophages as well as a combination of CD3^+^ lymphocytes and MHC II molecules on antigen-presenting cells, consistent with antigen presentation to T lymphocytes in VALT (**Figures 8B, C**). Moreover, SEM revealed juxtaposition of lymphocytes with antigen-presenting cells (**Figure 8D**).

**Figure 8:**
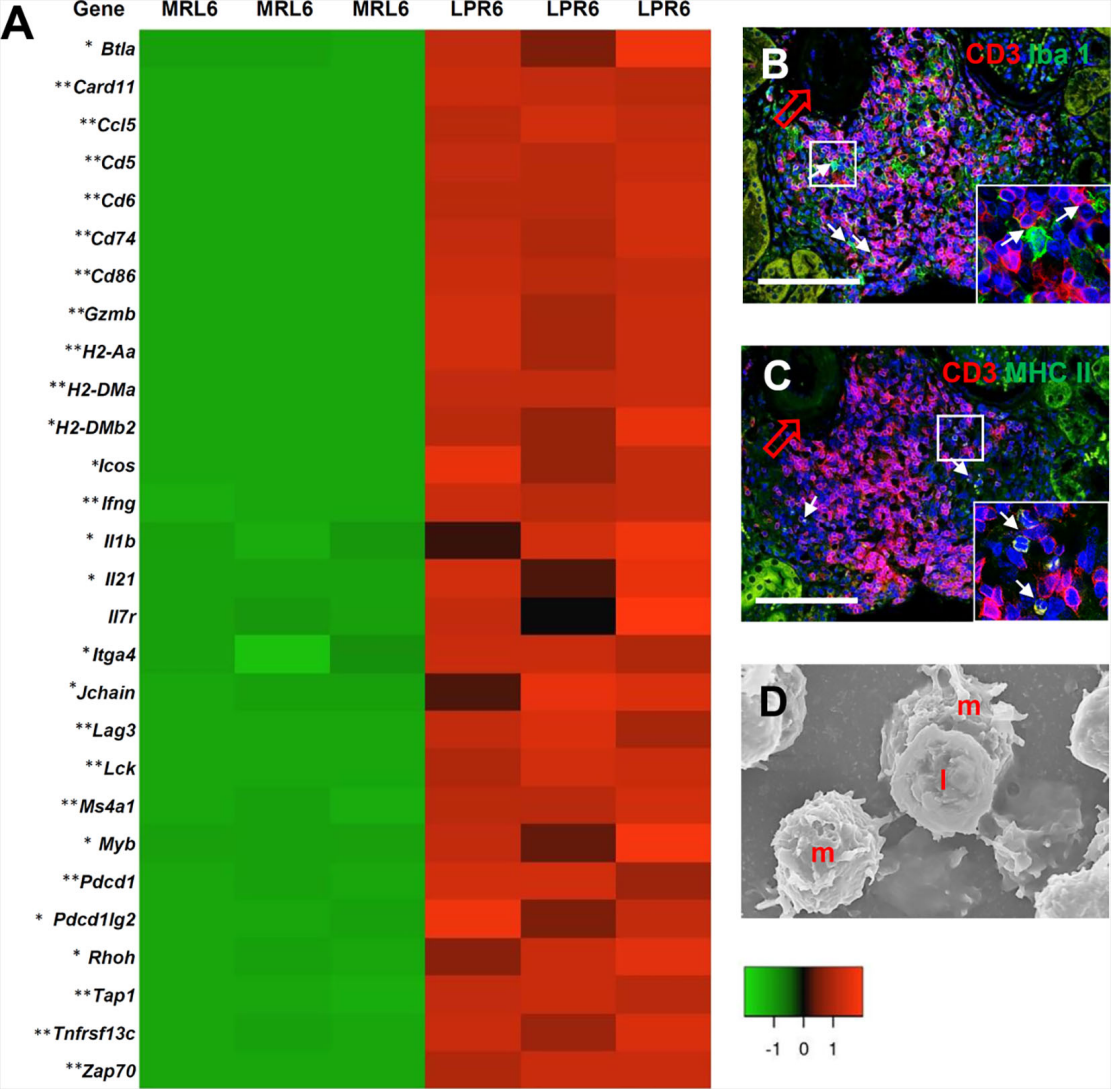
Antigen presentation and lymphocyte activity in VALT. **(A)** Expression levels of different chemokines, receptors, and costimulatory molecules for antigen presentation and cellular activity in VALT of MRL and LPR mice at 6 months of age. Microarray analysis, significant difference from the control is indicated by * (*P < 0.05, **P < 01, 2-tailed Student’s *t* test). n = 3. **(B)** CD3^+^ lymphocytes are localized adjacent to Iba1^+^ macrophages (arrows) in VALT of LPR mice at 6 months of age (IF stain). **(C)** CD3^+^ lymphocytes are localized near MHC II molecules on antigen-presenting cells (arrows) in VALT of LPR mice at 6 months of age (IF stain). **(D)** Lymphocytes **(I)** are juxtaposed on macrophages (m) in VALT of LPPR mice at 6 months of age (SEM). Bars = 100 µm **(B, C)** and 5 µm **(D)**. VALT, vasculature-associated lymphoid tissue; IF, immunofluorescence; SEM, scanning electron microscopy.

### VALT in Lupus-Prone Mice Mimics the Lymphoid Follicle With GC Activity

Following determination of the nature and organization of cellular infiltrates in VALT, we characterized the individual cells and transcription factors to determine whether VALT in lupus-prone mice mimics lymphoid follicle with GC activity (**Figure 9**). 

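The transcripts Batf, Cd40, Cxcr5, Foxp3, Gpr183, Icos, Il21 and Il27ra were all tested, and 7 of the 8 were higher in LPR mice in limma. Icos (NM_017480, chromosome 1, 61057071 to 61057130) was -5.01 ± 0.15 (SD, n = 3) in MRL mice and -1.15 ± 0.27 (SD, n = 3) in LPR mice. This was a 14.5-fold rise (log2 change 3.86, standard error 0.16, adjusted p = 2.54e-05 from limma), and its second probe was higher as well. Batf (NM_016767, chromosome 12, 87049872 to 87049929) rose by 8.62-fold, from -3.40 ± 0.67 to -0.30 ± 0.23 (SD, n = 3 each), with an adjusted p of 0.00126 from limma. Gpr183 (NM_183031, chromosome 14) rose by 5.08-fold, Il27ra (NM_016671, chromosome 8) by 4.52-fold and Foxp3 (NM_001199347, chromosome X) by 3.28-fold. The smallest rise was that of Cd40 (NM_011611, chromosome 2), which was 1.78-fold (log2 change 0.84, standard error 0.13, adjusted p = 0.00723 from limma). For these 6 genes all LPR mice lay above all MRL mice. The brightest probe of Il21 was lower and its other probe was higher, as described above. Adjusted over the list alone, 7 genes were higher and 1 was lower. The study chose the list on these samples, so this is not independent evidence. With the slide column of each array in the fit, which moved the tally most, Cd40 and Foxp3 did not pass and 5 genes were higher.

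**Figure D6:**
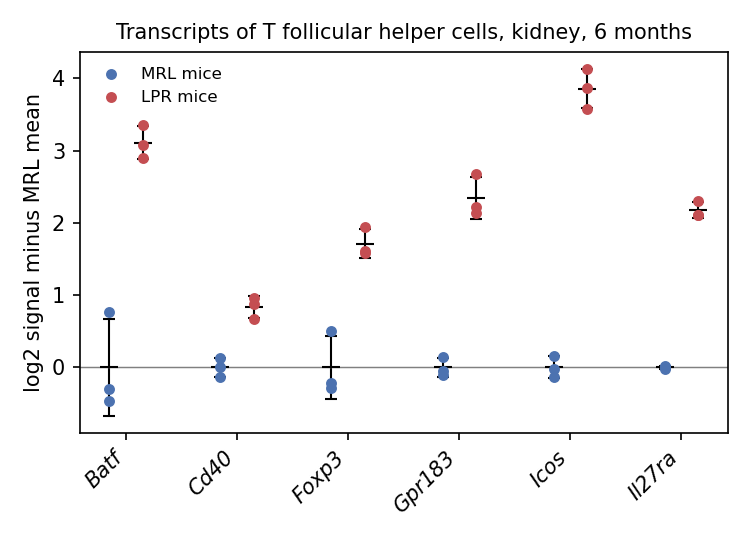
Signal of Batf, Cd40, Foxp3, Gpr183, Icos and Il27ra in the kidney of each mouse at 6 months of age. Values are log2 signals relative to the array's 75th percentile, minus the MRL mean of the same probe. Points are mice, and lines are means with the SD (n = 3 per group). All LPR mice lie above all MRL mice, with rises from 1.78-fold for Cd40 to 14.5-fold for Icos.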

Higher expression of transcripts for T-cell plasticity and acquisition of T-follicular helper cells (T_FH_), including *Batf*, *Cd40, Cxcr5*, *Foxp3*, *Gpr183*, *Icos, Il21*, and *Il27ra* were observed in LPR kidney (**Figure 9A**). 

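All of Ada, Cmtm3, Cmtm7, Ccr6, Ebi3, Gpr183, Klhl6, Lyn, Tnfrsf13b and Tnfrsf13c were higher in LPR mice in limma, 10 of 10 genes, also when adjusted over the list alone. The study chose the list on these samples, so this is not independent evidence. Tnfrsf13b (chromosome 11, 60962770 to 60962829) rose most among the genes above background in both groups, by 8.42-fold (log2 change 3.07, standard error 0.24, adjusted p = 0.000311 from limma). It was -2.97 ± 0.37 (SD, n = 3) in MRL mice and 0.10 ± 0.34 (SD, n = 3) in LPR mice. Another Tnfrsf13b probe above background in all mice, A_55_P1981972, rose by 1.49-fold and did not pass (log2 change 0.57, standard error 0.18, adjusted p = 0.0901). Ccr6 (NM_009835, chromosome 17, 8449933 to 8449992) rose by 5.67-fold, Ebi3 (NM_015766, chromosome 17) by 2.82-fold, Lyn (NM_001111096, chromosome 4) by 2.35-fold and Ada (NM_007398, chromosome 2) by 2.30-fold. The smallest rises were those of Cmtm3 (NM_024217, chromosome 8) with 1.87-fold, Cmtm7 (NM_133978, chromosome 9) with 1.79-fold and Klhl6 (NM_183390, chromosome 16) with 1.77-fold. The call of Ebi3 was lost under 10 of 21 alternatives, including each that left out 1 mouse apart from MRL 3, and that of Klhl6 under 6. A dimmer Lyn probe, A_65_P04064, had a log2 change of -0.52 (standard error 0.13, adjusted p = 0.0490). With the slide column in the fit, 5 of the 10 genes passed, and with 1 mouse left out 8 to 10 did.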

Higher expression of transcription factors for B-cell receptor signaling, B-cell survival, maturation, proliferation, GC activity, and antibody class switching (*Ada*, *Cmtm3*, *Cmtm7*, *Ccr6*, *Ebi3*, *Gpr183*, *Klhl6*, *Lyn*, *Tnfrsf13b*, and *Tnfrsf13c*) was observed in the kidney of LPR mice (**Figure 9A**). CD21^+^ follicular dendritic cells (FDC), CD138^+^ plasma cells, IgM, and IgG^+^ cells were observed in VALT of LPR mice kidney at 6 months of age (**Figures 9B–E**). Moreover, upregulation of transcripts for different autoantigens and BrdU^+^ proliferating cells was also observed (**Supplementary Figures 3A, B**).

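Of the 4 autoantigen genes of Supplementary Figure 3A, Samhd1 was higher in LPR mice. Samhd1 (NM_001139520, chromosome 2, 156923265 to 156923324) rose by 2.53-fold, from 1.03 ± 0.14 (SD, n = 3) in MRL mice to 2.36 ± 0.07 (SD, n = 3) in LPR mice, with a log2 change of 1.34 (standard error 0.11, adjusted p = 0.000468 from limma). Its 3 other tested probes were higher as well. Prm2 (NM_008933, chromosome 16, 10791549 to 10791608) had a log2 change of -0.12 (standard error 0.12, adjusted p = 0.511 from limma). For Ubl5 (NM_025401, chromosome 9, 20451072 to 20451131) the change was -0.09 (standard error 0.13, adjusted p = 0.647 from limma). For Ets2 (NM_011809, chromosome 16, 95942227 to 95942286) it was -0.04 (standard error 0.12, adjusted p = 0.836 from limma). These 3 changes were smaller than the SD of the LPR mice, and 1 of the 4 genes passed also when adjusted over the list alone. The study chose the list on these samples, so this is not independent evidence. Samhd1 passed under all 21 alternatives, and the other 3 genes under none.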

**Figure 9:**
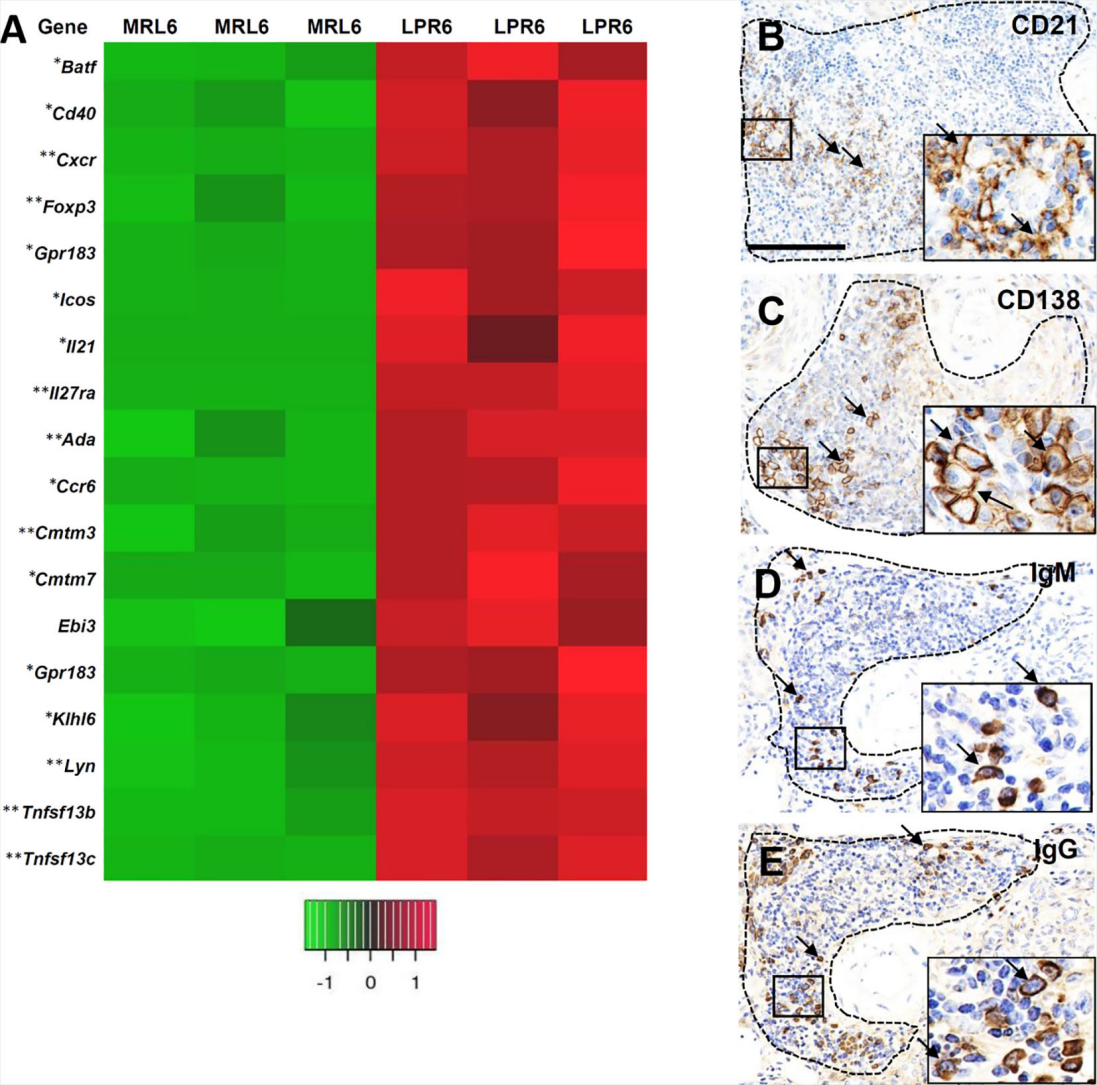
VALT shows lymphoid follicular and germinal center activity. **(A)** Different gene transcripts related to lymphoid follicular and germinal center activity in MRL and LPR mice at 6 months of age. Microarray analysis, significant difference from the control is indicated by * (*P < 0.05, **P < 01, 2-tailed Student’s *t* test). n = 3. **(B)** CD21^+^ follicular dendritic cells (arrows) in VALT of LPR mice at 6 months of age (IHC). **(C)** CD138^+^ plasma cells (arrows) in VALT of LPR mice at 6 months of age (IHC). **(D)** IgM^+^ cells (arrows) in VALT of LPR mice at 6 months of age (IHC). **(E)** IgG^+^ cells (arrows) in VALT of LPR mice at 6 months of age (IHC). Bars = 100 µm. VALT, vasculature-associated lymphoid tissue; IHC, immunohistochemistry.

### VALT in Lupus-Prone Mice Correlated With Renal Lesions

Infiltrating B-, T-cells, and macrophages in the glomerulus were higher in 6-month-old LPR mice (Data not shown), who also developed glomerulosclerosis. Semiquantitative glomerular damage score was higher in LPR mice than in MRL mice at the same age (**Figures 10A–C**). The size of VALT was correlated with infiltrating B-, T-cells, and macrophages in the glomerulus and glomerular damage score (**Figure 10D**). Infiltrating B-, T-cells, and macrophages in the tubulointerstitium was higher in LPR mice at 6 months of age (Data not shown). IL-1F6^+^ damaged tubules were more abundant in LPR mice at 6 months of age than in MRL mice at the same age (**Figures 10E–G**). The size of VALT was also correlated with infiltrating B-, T-cells, and macrophages in tubulointerstitium and IL-1F6^+^ damaged tubules (**Figure 10H**).

**Figure 10:**
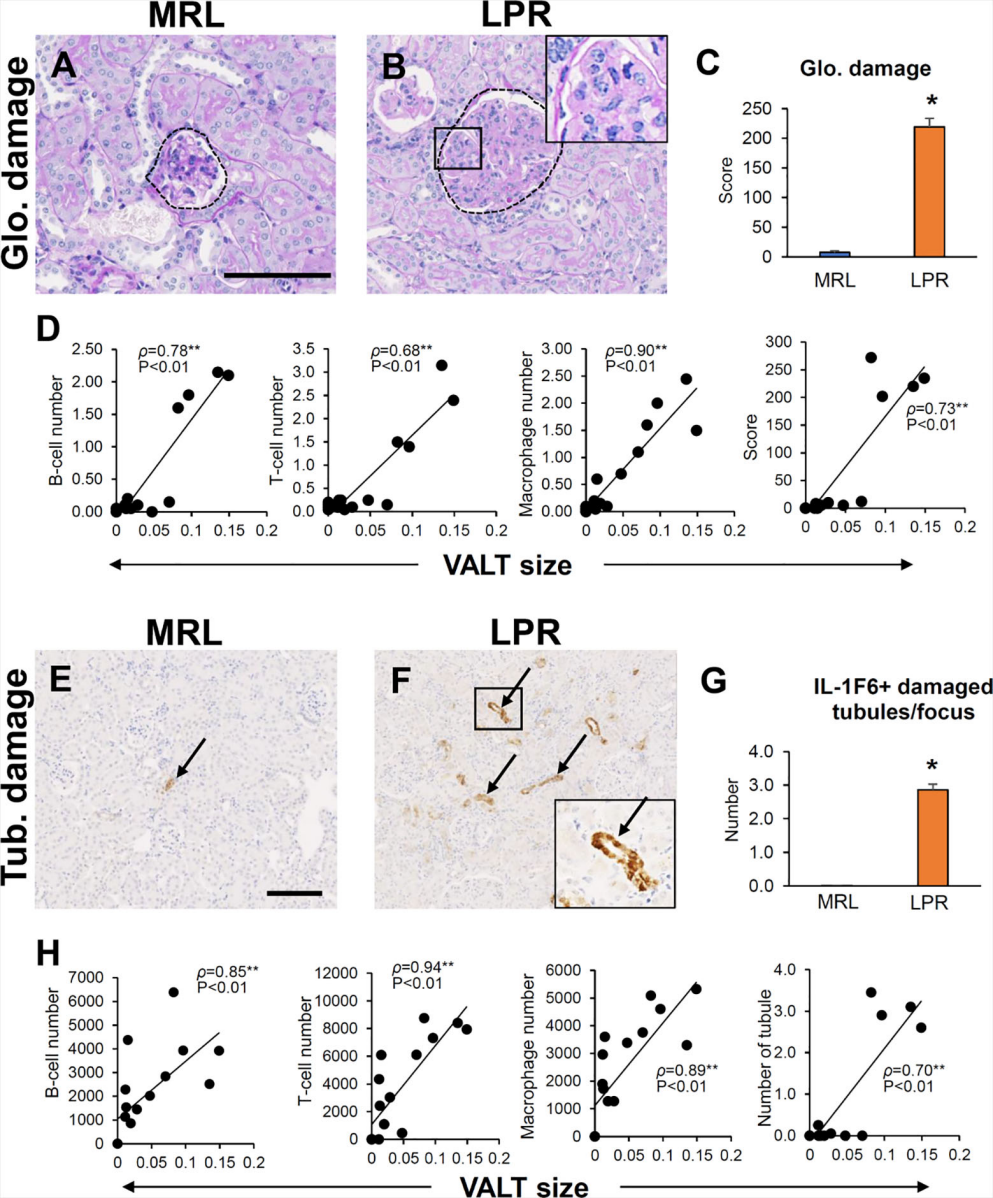
Association of VALT and renal pathology. **(A, B)** Glomerular damage in MRL and LPR mice at 6 months of age (PAS-H stain). **(C)** Glomerular damage score in MRL and LPR mice at 6 months of age. **(D)** Correlation between VALT size and GL parameters. **(E, F)** IL-1F6^+^ damaged tubules in MRL and LPR mice at 6 months of age. **(G)** Number of IL-1F6^+^ damaged tubules in MRL and LPR mice at 6 months of age. **(H)** Correlation between VALT size and TIL parameters. The values are the mean ± s.e. *significantly different from control mice (Mann-Whitney *U*-test, *P* < 0.05); n = 4. **P < 0.01, Spearman’s rank correlation coefficient, n = 16. Bars = 100 µm. VALT, vasculature-associated lymphoid tissue; PAS-H, periodic acid *Schiff*-hematoxylin; IHC, immunohistochemistry; GL, glomerular lesion; TIL, tubulointerstitial lesion; glo, glomerular; Tub, tubular.

### Ablation of VALT Using Immunosuppressive Drugs

We administered Dex as an immunosuppressive drug to ablate VALT. The Dex group showed lower serum anti-dsDNA antibody and spleen to body weight ratio compared to the saline control (**Figures 11A, B**). The Dex group had almost no or reduced size VALT compared to the control group (**Figures 11C, D**). Moreover, *Cxcl9* and *Cxcl13* expression was significantly reduced in the Dex group compared to that in the control (**Figures 11E, F**).

**Figure 11:**
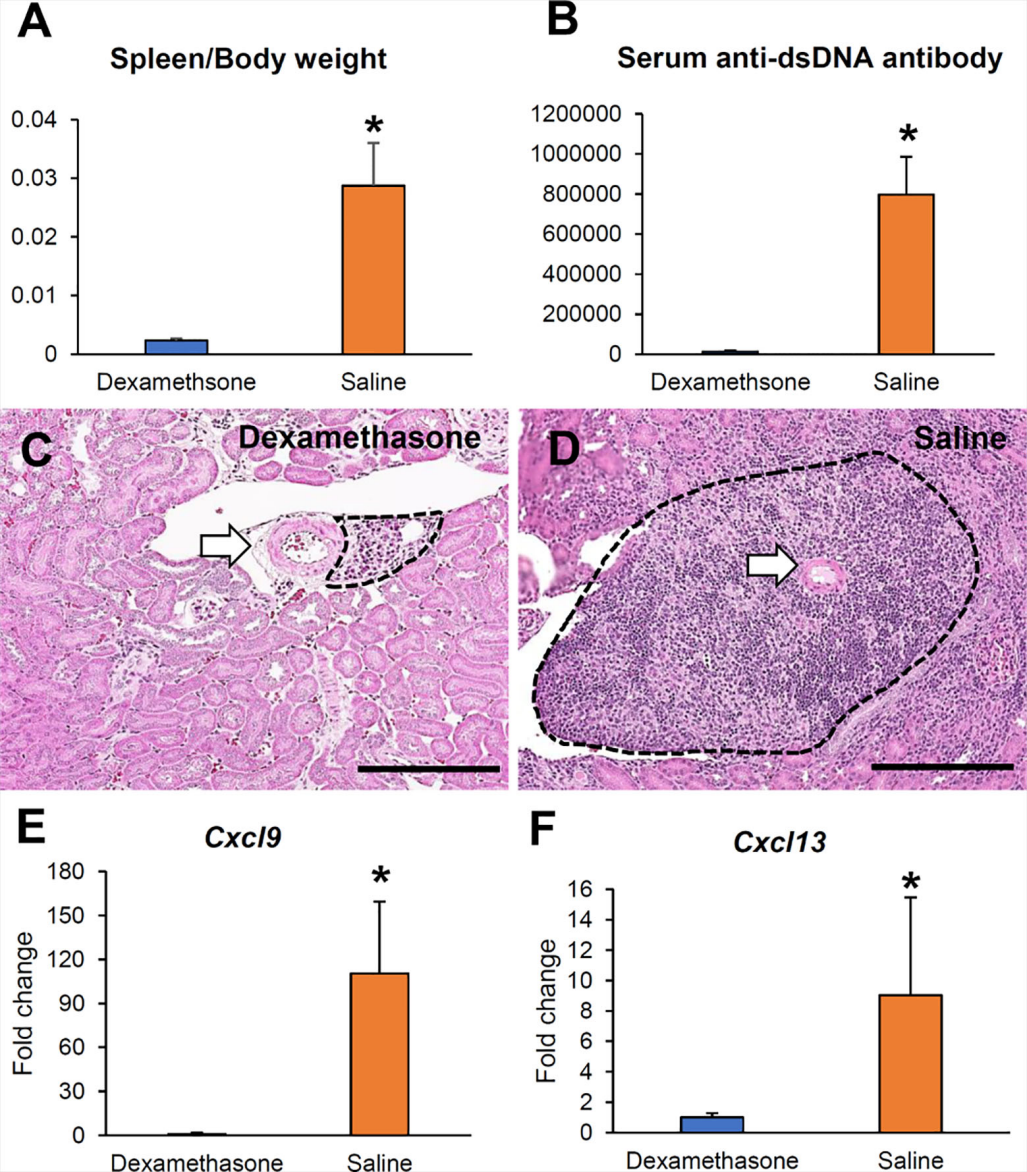
Reduction of VALT size by dexamethasone. **(A, B)** Serum anti-dsDNA antibody level and spleen to body weight ratio in the Dex and saline groups. **(C, D)** Smaller VALT in the Dex **(C)** group compared to the control group **(D)**. HE stain. Bars = 100 µm. **(E, F)** *Cxcl9* and *-13* expression levels in the Dex and control groups. qPCR. The expression levels were normalized to the levels of *Actb*. The values are the mean ± s.e. *, significantly different from control mice (Mann-Whitney *U*-test, *P* < 0.05); n = 4. Dex, dexamethasone; HE, hematoxylin and eosin; qPCR, quantitative PCR.

## Discussion

Our present study clarified the development of VALT in LN using two widely used lupus-prone model mice (LPR and Yaa) at different ages. This study shows that VALT develops at an earlier stage (3 months) in lupus-prone mice only. VALT development in LN is associated with chemokines, cytokines, and costimulatory molecules related to typical lymphoid tissue development and organization. Interestingly, lupus-prone mice showed large VALT, which was associated with renal histopathology at 6 months of age, while the respective control mice developed small VALT in the absence of renal pathology.

We first determined the age at which VALT first appears and measured its average size at different ages. At the earlier stage, VALT was found only in lupus-prone mice (**Figure 1**). While lupus model mice developed large VALT at 6 months of age, the control MRL mice developed small VALT (**Figure 1**). At these stages, cellular characterization of VALT allowed distinction from perivascular cuffing. VALT was found to compose of B-, T-cells, and macrophages, and was accompanied by lymphatic vessels (**Figure 2**). Moreover, SEM revealed that this did not result from arterial damage but rather from the presence of different types of cells in the stromal chambers, as observed in typical lymphoid organs (**Figure 3**). These results suggest that VALT appearance and development might be associated with inflammatory conditions, aging, and developing the features of TLT. Importantly, previous studies showed that TLT formation was triggered by chronic inflammation and autoimmunity (9, 21). Therefore, we examined the expression level of major LC (*Cxcl13*) (22) and its receptor (*Cxcr5*), serum anti-dsDNA antibody levels, and inflammatory cytokines in kidneys from MRL and LPR mice at both stages and found that their expression was higher in LPR mice kidney compared to MRL at both stages (**Figure 4**). Moreover, serum anti-dsDNA antibody and *Ifng* expression correlated with *Cxcl13* expression and percentage of VALT appearance (**Supplementary Figure 2**). These results proved that these VALTs are TLT and result from autoimmune condition.

We further examined how VALT was formed around the blood vessels. RNA sequencing has proven to be a powerful technique for identifying the multifaceted and complex transcriptional activity that is responsible for TLT formation (23). Therefore, we performed TA using kidney tissues from LPR and MRL mice at this age to reveal the chemokines, cytokines, and costimulatory molecules responsible for VALT formation. GO analysis revealed highly upregulated genes, consistent with TLT formation (**Figure 4**). Typical lymphoid tissue is usually developed by the interaction of hematopoietic lymphoid tissue inducer (LTi) and mesenchymal origin LTo (22). LTi cells expressing CXCR5 and IL7R chemokines accumulate in newly formed lymphoid tissues in response to local production of CXCL13 and IL7 by LTo cells (24). Therefore, our TA clearly revealed that hematopoietic LTi cells are responsible for VALT formation.

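Of the transcripts behind the LTi argument, Cxcr5 and Cxcl13 rose as given for the lymphoid tissue and migration genes. Il7r (NM_008372, chromosome 15, 9436822 to 9436881) was -3.81 ± 0.32 (SD, n = 3) in MRL mice and 0.04 ± 0.68 (SD, n = 3) in LPR mice. Its log2 change was 3.86 (standard error 0.34, adjusted p = 0.000609 from limma), and it did not pass the methods' test on linear values after adjustment. Il7 (NM_001313889, chromosome 3, 7573196 to 7573255), which codes for the ligand, had a log2 change of 0.34 (standard error 0.14, adjusted p = 0.155 from limma), and its direction reversed to -0.07 with normexp background correction. A list of 10 LTi genes had 8 tested genes, of which 5 were higher and 1 was lower, also when adjusted over the list alone. It includes 4 genes that the paper names. Lta (NM_010735, chromosome 17, 35340275 to 35340334) rose by 1.95-fold, a call that was lost under 7 of 21 alternatives. The signals are those of whole kidney RNA and do not separate cell types. The paper reasons that lymphoid tissue develops from the interaction of LTi and LTo cells, and that LTi cells with CXCR5 and IL7R accumulate in response to CXCL13 and IL7. From this and the TA, it concludes that hematopoietic LTi cells are responsible for VALT formation.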

We examined the localization and *in situ* expression of highly expressed chemokines in VALT to identify their local sources. We observed that CCL8, CXCL9, and CXCL13 proteins were colocalized with vimentin (**Figure 6**). Moreover, *in situ* expression of *Ccl8*, *Cxcl9*, and *Cxcl13* was observed in the interstitial space among infiltrating cells in VALT. These results indicate that mesenchymal-originated cells such as stromal cells are responsible for the expression of LCs and act as LTo for VALT. Moreover, our TA also showed higher expression of adhesion molecules (*Icam* and *Vcam*), which facilitates the retention of cells in VALT (**Figure 5**).

Cellular clusters were confined only to the perivascular area. It is not surprising that the space between the artery and the vein harbored clusters of infiltrating cells, as it provides space in this solid organ. However, the formation of these clusters was determined by examining the role of vascular and perivascular structures as LTo (**Figure 7**). We observed the colocalization of CXCL13 with SMC of arterial tunica media, by immunohistochemistry and *in situ* hybridization. In addition, TA also showed higher transcription for many collagen-related genes, including *col1*, *-2*, -*3*, and -*6*. Therefore, we examined the role of these perivascular collagen fibers as LTo. Surprisingly, we found colocalization of CXCL13 with perivascular collagen fibers. Taken together, SMC and perivascular collagen fibers also produced LCs to attract leukocytes. Therefore, vascular SMCs and collagen fibers act as LTo in addition to perivascular stromal cells in the formation of VALT. This VALT is different from the recently characterized lymph node-like structures on the renal pelvic wall in lupus nephritis model mice kidney because VALT developed separately at an early stage around the large blood vessels and had different lymphatic vasculatures and lymphoid tissue organizers (25). Moreover, serial sectioning examination confirmed that VALT is connected to the lymphoid cluster on the renal pelvic wall only at the late stage.

Usually, TLTs are vascularized with high endothelial venules and lymphatic vessels for lymphocyte trafficking (26). However, we observed only LYVE1^+^ lymphatic vessels in the VALT. Although PNAd expression in VALT could not be detected, a higher expression for transcripts of *Glycam 1* and *St8sia4* (**Figure 5**) were detected, indicating that PNAd constituting proteins undergo local posttranslational modification, suggesting that leukocyte trafficking into VALT may also be directed by elements, in addition to vasculatures. Moreover, our previous study also showed peritubular capillary injury and extravasation of inflammatory cells in the tubulointerstitial space in LN (27). This indicates that extravasated inflammatory cells also have the potential to be attracted by LCs and contribute to the VALT population in LN.

TLTs function as local sites for the generation of antibodies as a result of local antigen presentation, lymphocyte activation, and maturation (28). In this study, we evaluated the antigen presentation, GC activity, and antibody production in VALT to clarify its functional activity. We evaluated the infiltrates in VALT to examine antigen presentation and found colocalization of CD3 and Iba1^+^ cells as well as CD3 and MHC-II, indicating local antigen presentation to T cells. Similarly, SEM observation also revealed colocalization of lymphocytes and macrophages (**Figure 8**). Moreover, GO demonstrated the enrichment of genes related to antigen presentation, lymphocyte activation, and immunological synapse (**Figure 8**). *Il2rb2* stimulates T cell proliferation towards Th1 by enhancing *Ifng* through *Il27*. T_FH_ cells are characterized by their surface markers *Cxcr5* and *Icos* and by the expression of *Il21* upon stimulation (29, 30). 

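In the kidney of LPR mice, Il12rb2 (NM_008354, chromosome 6, 67242256 to 67242315) was -5.82 ± 0.81 (SD, n = 3), against -5.08 ± 0.49 (SD, n = 3) in MRL mice. The log2 change of -0.74 (standard error 0.43) did not pass the threshold (adjusted p = 0.283 from limma), and the probe was well above background in 2 of 3 LPR mice. Il27 (NM_145636, chromosome 7, 133736137 to 133736196) was -1.99 ± 0.23 in LPR mice and -1.86 ± 0.20 in MRL mice (SD, n = 3 each). Its log2 change of -0.12 (standard error 0.16, adjusted p = 0.635 from limma) was smaller than the spread between mice, and it was 0.01 without LPR 1. Il2rb (XM_006520477, chromosome 15, 78309771 to 78309830) rose by 12.7-fold (log2 change 3.67, standard error 0.14, adjusted p = 1.79e-05 from limma).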

TA revealed higher transcription for *Cxcr5*, *Icos*, *Il12rb2*, *Il27*, *Il21*, and *Cd40* (**Figure 9**). Therefore, we concluded that helper T cells become T_FH_ cells in VALT and promote formation of GC, where B cells rapidly differentiate into antibody-producing plasma cells with greater affinity. 

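Tnfsf13b (NM_033622, chromosome 8, 10035561 to 10035620) rose by 4.09-fold, from -3.40 ± 0.34 (SD, n = 3) in MRL mice to -1.36 ± 0.06 (SD, n = 3) in LPR mice, with a log2 change of 2.03 (standard error 0.17, adjusted p = 0.000505 from limma). Of its 2 other tested probes, 1 was higher and 1 did not pass. A second probe of Tnfrsf13c, above background in 2 of 3 MRL mice, had a log2 change of 0.03 (standard error 0.20, adjusted p = 0.940 from limma).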

TA also revealed several genes which support the GC activity, including *klhl6* (B cell receptor transduction signals), *Ada* (GC B-cell survival), *Tnfsf13b* (BAFF), *and Tnfrsf13c* (BAFF receptor). Moreover, FDC plays a crucial role in B-cell activation and affinity maturation through the continuous presentation of antigens to B cells (31). We detected CD21^+^ FDC in VALT (**Figure 9**) and identified several autoantigens in the kidney of LPR mice (**Supplementary Figure 3**). Therefore, we concluded that FDCs continuously present autoantigens to B-cells for the perpetuation of local antibodies. Importantly, we observed CD138^+^ plasma cells as well as IgM and IgG antibodies at the periphery of VALT. This result is consistent with previous results that showed that TLT was associated with autoantibody production in autoimmune disease (21, 32, 33). In addition, BrdU^+^ cells were observed in VALT, indicating that local cells undergo proliferation and VALT activation.

Next, we clarified the role of VALT in renal lesion development, as TLT has detrimental effects on the residing organ (21). We found larger VALT as well as more infiltrating immune cells in the kidney, and VALT size was correlated with GL and TIL (**Figure 10**). In addition, there were many immune cells as well as IgM and IgG antibodies at the periphery of VALT invading adjacent tubules and glomerulus. These results indicate that VALT functions as a TLT for the perpetuation of adaptive immune responses by providing a local source of antibody that is generated as a result of local antigen presentation, lymphocyte activation, and maturation in the newly formed structure.

As VALT formation is associated with renal lesions, therapeutics targeting VALT formation could ameliorate renal lesions. This study clearly showed the molecular bases of VALT development, which could be considered as therapeutic targets, including major LCs, mechanical removal of VALT, and administration of immunosuppressive drugs. The first two approaches are not feasible as the administration of antibodies targeting the reduction of LCs might affect lymphoid tissue necessary for body defense. Moreover, VALT surrounds the large vessels, and mechanical removal of VALT affects the vessel. Therefore, mechanical removal of VALT from mouse kidneys as well as human patients suffering from lupus nephritis is not realistic. Therefore, we chose the latter target since VALT developed due to renal inflammatory conditions. Moreover, prophylactic treatment with Dex effectively reduces the incidence of CKD after cardiac surgery (34). Surprisingly, we observed that administration of Dex reduced serum anti-dsDNA antibody and spleen to body weight ratio and almost ablated the VALT with the least expression of LCs (**Figure 11**). Dex has multifaceted effects on different immune cells and can reduce the development of pathogenic lesions directly or indirectly, although this remedy is also accompanied by side effects (15). Therefore, refining the Dex dose, starting time, and duration of administration should be considered before using it as a therapeutic to reduce LN lesions through ablation of VALT.

In conclusion (**Figure 12**), the perivascular space contains stromal cells and fibers in the normal kidney. At the beginning of LN, *Ifng* from infiltrating cells stimulates stromal cells and fibers to secrete LCs. Recruited LTi cells also stimulate LTo to secrete more LCs to attract leukocytes for homing around the artery to form VALT. With the progression of LN, VALT becomes larger and helper T cells acquire the phenotype of T_FH_ cells, which stimulates B cells for proliferation, affinity maturation, and GC formation. Autoantibodies and effector cells are formed in VALT upon stimulation with autoantigens, which aggravates renal lesions. Moreover, administration of Dex ablates VALT in LN. Therefore, this study revealed the cell types and molecules that governed the formation of VALT in LN, and thereby opening a new window for therapeutic intervention of LN through ablation of VALT.

**Figure 12:**
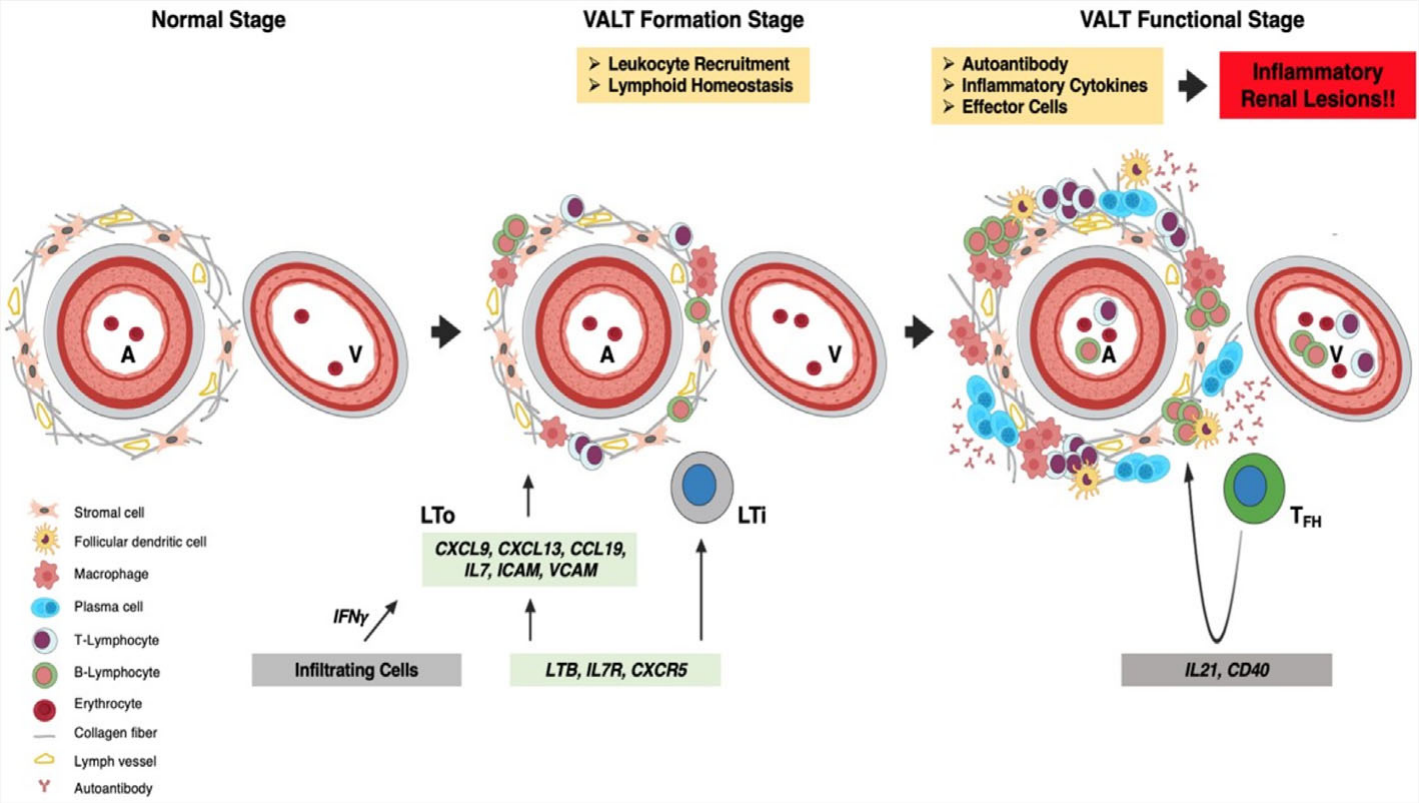
Summary of VALT formation and its effects. The perivascular space contains stromal cells and collagen fibers in the normal kidney. At the VALT formation stage, *Ifng* secreted by infiltrating cells stimulates LTo to secrete LC (*Ccl8, Cxcl9* and *-13*), which attract leukocytes for homing around the perivascular space to form VALT. Interaction between LTi and LTo also increases LC production. The retention of infiltrated cells is maintained by costimulatory molecules (VCAM and ICAM) secreted from LTo. At the functional stage, VALT becomes larger where helper T-cells become follicular T_FH_ cells with progression of inflammation and helps in germinal center formation and activity. VALT functions in the perpetuation of autoantibodies against autoantigens and effector cells, which aggravates inflammatory renal lesions. A, artery; V, vein; LTi, lymphoid tissue inducer; LTo, lymphoid tissue organizer; LC, lymphorganogenic chemokinesand; T_FH_, T follicular helper cell.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of the Faculty of Veterinary Medicine, Hokkaido University, approval No. 16-0124.

## Author Contributions

MM: conceptualization, formal analysis, funding acquisition, investigation, methodology, and roles/writing—original draft. OI: conceptualization, funding acquisition, investigation, and roles/writing—original draft. YE: conceptualization, investigation, roles/writing-original draft. YO: formal analysis, investigation, and methodology. TN: formal analysis, investigation, and methodology. YK: conceptualization, funding acquisition, investigation, supervision, and roles/writing—original draft. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by JSPS KAKENHI [Grant number 19F19092 and 19K22352]. The funder had no role in study design, execution of experiments, data collection, manuscript preparation, and decision to publish.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Vasculature-Associated Lymphoid Tissue: A Unique Tertiary Lymphoid Tissue Correlates With Renal Lesions in Lupus Nephritis Mouse Model
**Source:** Front Immunol. 2020 Dec 15;11:595672. doi: 10.3389/fimmu.2020.595672
**Supplement:** Supplementary file 2

**Supplementary Table 1:** List of antibody and conditions used for immunohistochemistry/ immunofluorescence

| Parameters | Antigen retrieval | Blocking | Primary antibody | Secondary antibody |
| --- | --- | --- | --- | --- |
| B220 | CB 115°C, 15 min/  TB 115°C, 15 min | 10% NGS/  5% NDS | Rat polyclonal antibodies (Cedarlane, Burlington, Canada) 1:1000 | Goat anti-rat IgG (Caltag Medsystems, Buckingham, UK) 1:100 (Biotinylated)/  Alexa Fluor 488-labeled donkey anti-rat IgG antibodies (1:500; Life Technologies, California, USA) |
| CD3 | TB 115°C, 15 min | 10% NGS/  5% NDS | Rabbit polyclonal antibodies (Nichirei, Tokyo, Japan) 1:200 | Goat anti-rabbit (SABPO kit, Nichirei) 1:100 (Biotinylated)/  Alexa Fluor 546-labeled donkey anti-rabbit IgG antibodies (1:500; Life Technologies) |
| Iba1 | TB 115°C, 15 min/ 0.1% pepsin 37°C, 5 min | 10% NGS/  5% NDS | Rabbit polyclonal antibodies (Wako, Tokyo, Japan) 1: 1200/  Goat polyclonal antibodies (Abcam, Tokyo, Japan) 1: 600 | Goat anti-rabbit (SABPO kit, Nichirei) 1:100 (Biotinylated)/ Donkey anti-goat (Santa Cruz, California, USA) 1:100/  Alexa Fluor 488-labeled donkey anti-rabbit IgG antibodies (1:500; Life Technologies) |
| LYVE 1 | CB 115°C, 15 min | 10% NGS | Rabbit polyclonal antibodies  (Adipogen, San Diego, California, USA) 1: 500 | Goat anti-rabbit (SABPO kit, Nichirei) 1:100 (Biotinylated) |
| PNAd | TB 115°C, 15 min | 10% NGS | Rat polyclonal antibodies  Biolegend  (San Diego, USA) 1: 500 | Goat anti-rat IgG (Caltag Medsystems) 1:100 (Biotinylated) |
| CCL8 | TB 115°C, 15 min | 5% NDS | Goat polyclonal antibodies  (R and D System Minneapolis, USA) 1: 400 | Alexa Fluor 647-labeled donkey anti-goat IgG antibodies (1:500; Life Technologies) |
| CXCL9 | TB 115°C, 15 min | 5% NDS | Goat polyclonal antibodies  (R and D System Minneapolis, USA) 1: 400 | Alexa Fluor 647-labeled donkey anti-goat IgG antibodies (1:500; Life Technologies) |
| CXCL13 | TB 115°C, 15 min | 5% NDS | Goat polyclonal antibodies  (R and D System) 1: 200 | Donkey anti-goat (Santa Cruz) 1:100/  Alexa Fluor 546/647-labeled donkey anti-goat IgG antibodies (1:500; Life Technologies) |
| Vimentin | TB 115°C, 15 min | 5% NDS | Rabbit  Cell signaling (Massachusetts, USA) 1: 1000 | Alexa Fluor 546-labeled donkey anti-rabbit IgG antibodies (1:500; Life Technologies) |
| SMA | CB 115°C, 15 min | 5% NDS | Rabbit polyclonal antibodies  (Abcam)  1: 3000 | Alexa Fluor 488-labeled donkey anti-rabbit IgG antibodies (1:500; Life Technologies) |
| CD21 | CB 115°C, 15 min | 10% NGS | Rabbit polyclonal antibodies  (Abcam) 1: 500 | Goat anti-rabbit (SABPO kit, Nichirei) 1:100 (Biotinylated) |
| BrdU | CB 115°C, 15 min | 10% NGS | Rat monoclonal antibody  (Abcam) 1: 400 | Goat anti-rat IgG (Caltag Medsystems) 1:100 (Biotinylated) |
| MHC II | CB 115°C, 15 min | 5% NDS | Rat monoclonal antibody  (Abcam) 1:300 | Alexa Fluor 488-labeled donkey anti-rat IgG antibodies (1:500; Life Technologies) |
| CD138 | CB 115°C, 15 min | 10% NGS | Rat monoclonal antibody  (Biolegend)  1:300 | Goat anti-rabbit IgG (Caltag Medsystems) 1:100 (Biotinylated) |
| IgM | CB 115°C, 15 min | 10% NGS | Rabbit polyclonal antibodies  (Bethyl laboratories, Montgomery, USA) 1:1500 | Goat anti-rabbit IgG (Caltag Medsystems) 1:100 (Biotinylated) |
| IgG | CB 115°C, 15 min | 10% NGS | Rabbit polyclonal antibodies  (Bethyl laboratories)  1:2000 | Goat anti-rabbit IgG (Caltag Medsystems) 1:100 (Biotinylated) |
| IL1F6 | CB 115°C, 15 min | 5% NDS | Goat monoclonal antibody (R and D System) 1: 400 | Goat anti-donkey IgG (Santa Cruz, California, USA) 1:100 |
| CB: citrate buffer, TB: tris buffer, NGS: normal goat serum and NDS: normal donkey serum | | | | |

# Supplementary material for: Vasculature-Associated Lymphoid Tissue: A Unique Tertiary Lymphoid Tissue Correlates With Renal Lesions in Lupus Nephritis Mouse Model
**Source:** Front Immunol. 2020 Dec 15;11:595672. doi: 10.3389/fimmu.2020.595672
**Supplement:** Supplementary file 3

**Supplementary Table 2**: Details of primers and probes used in this study

| **Gene name** | **Symbol** | **Gene ID** | **Application** | **Company** | Primer sequence (5^’^-3^’^) | **Size** |
| --- | --- | --- | --- | --- | --- | --- |
| Actin, beta | *Actb* | qPCR | qPCR (SYBR) | Eurofins Genomics (Tokyo, Japan) | F: TGTTACCAACTGGGACGACA  R: GGGGTGTTGAAGGTCTCAAA | 165 |
| Chemokine (C-X-C motif) ligand 9 | *Cxcl9* |  | qPCR (SYBR) | Eurofins Genomics (Tokyo, Japan) | F: TGTTACCAACTGGGACGACA  R: GGGGTGTTGAAGGTCTCAAA | 194 |
| Chemokine (C-X-C motif) ligand 13 | *Cxcl13* |  | qPCR (SYBR) | Eurofins Genomics (Tokyo, Japan) | F: TCATCTTCCTGGAGCAGTGTG  R: ATCTAGGCAGGTTTGATCTCCG | 115 |
| Chemokine (C-X-C motif) receptor 5 | *Cxcr5* |  | qPCR (SYBR) | Eurofins Genomics (Tokyo, Japan) | F: ATCCTCGTGCCAAATGGTTACA  R: AGATGATAGTGGCTTCAGGCAG | 133 |
| Interferon gamma | *Ifng* |  | qPCR (SYBR) | Merck (Darmstadt, Germany) | F: ACTACCCACTAACCCTGGACA  R: GGTCCCTCGACTGTAGAGCA | 201 |
| Tumor necrosis factor alpha | *Tnfa* |  | qPCR (SYBR) | Merck (Darmstadt, Germany) | F: CCTTTGGACCCTCTGACTTG  R: TTCCACATCTATGCCACTTGAG | 167 |
| **Gene name** | **Symbol** | **Gene ID** | **Application** | **Company** | Assay ID | **Region** |
| Chemokine (C-C motif) ligand 8 | *Ccr8* | 12776 | ISH | Diagnostic  (Newark, CA, USA)  Advanced Cell | 546211 | 2-498 |
| Chemokine (C-X-C motif) ligand 9 | *Cxcl9* | 17329 | ISH | Diagnostic  (Newark, CA, USA)  Advanced Cell | 489341 | 368-1437 |
| Chemokine (C-X-C motif) ligand 9 | *Cxcl13* | 55985 | ISH | Diagnostic  (Newark, CA, USA)  Advanced Cell | 406311 | 2-1143 |

# Supplementary material for: Vasculature-Associated Lymphoid Tissue: A Unique Tertiary Lymphoid Tissue Correlates With Renal Lesions in Lupus Nephritis Mouse Model
**Source:** Front Immunol. 2020 Dec 15;11:595672. doi: 10.3389/fimmu.2020.595672
**Supplement:** Supplementary file 4

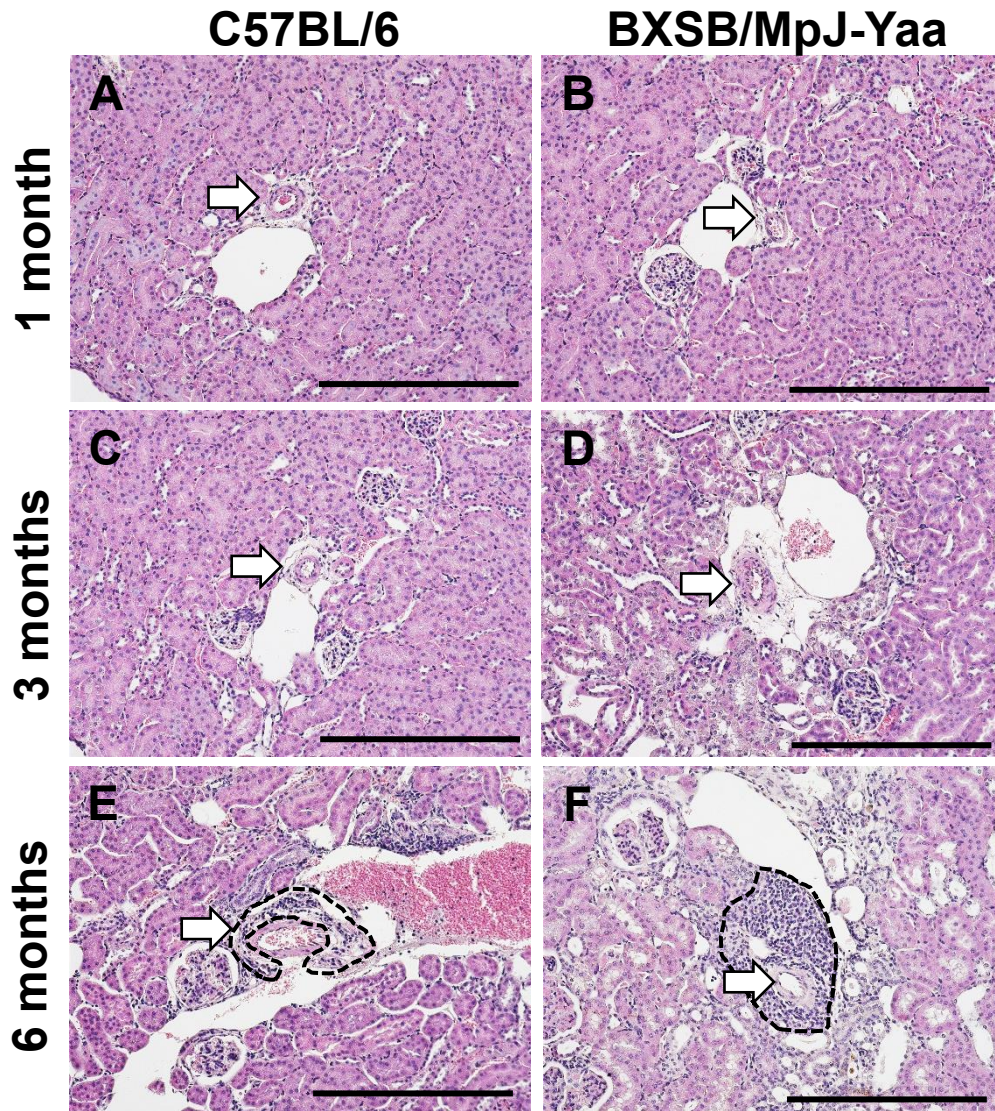

**Supplementary Figure 1. Appearance of PCC at different ages of another (BXSB/MpJ-Yaa) autoimmune disease model mice and normal mice kidney.**

A-B. Absence of PCC near the blood vessel (arrow) in C57BL/6 and BXSB/MpJ-Yaa mice kidney at 1 month of age.

C-D. Absence of PCC near the blood vessel (arrow) in C57BL/6 and BXSB/MpJ-Yaa mice kidney at 3 months of age.

E-F. Presence of PCC (dashed area) near the blood vessel (arrow) in C57BL/6 and BXSB/MpJ-Yaa mice kidney at 6 months of age (HE stain)

Bars=100  $\mu$ m. PCC: perivascular cellular cluster, HE: hematoxylin and eosin

# Supplementary material for: Vasculature-Associated Lymphoid Tissue: A Unique Tertiary Lymphoid Tissue Correlates With Renal Lesions in Lupus Nephritis Mouse Model
**Source:** Front Immunol. 2020 Dec 15;11:595672. doi: 10.3389/fimmu.2020.595672
**Supplement:** Supplementary file 5

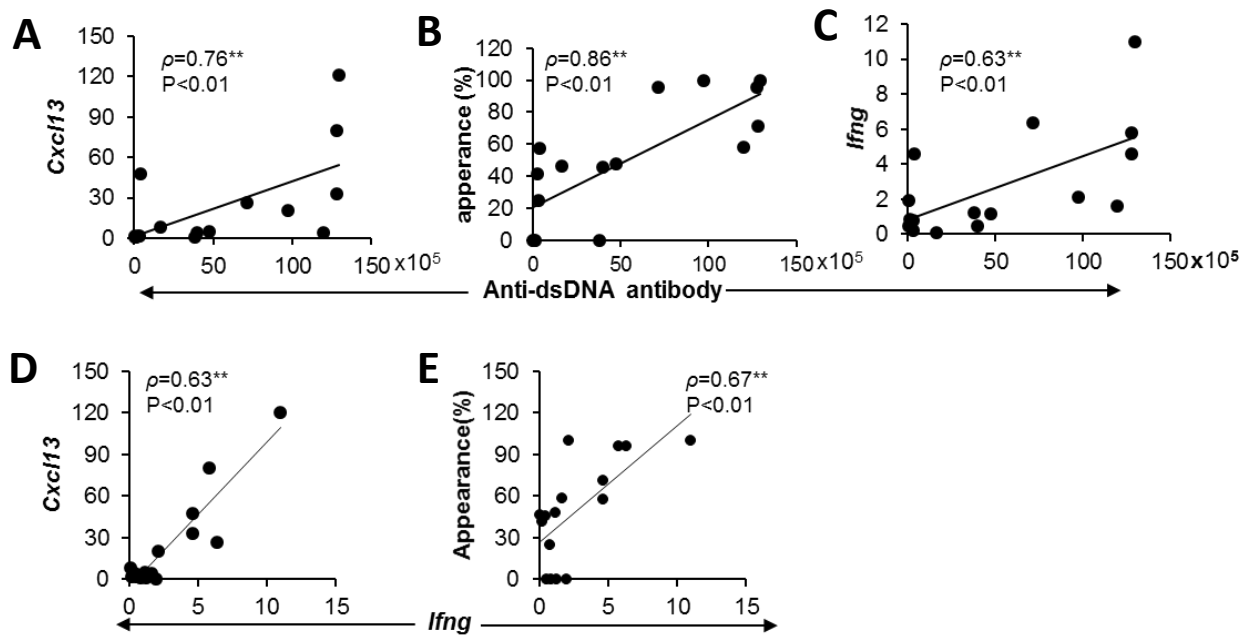

**Supplementary Figure 2. Correlation of anti-dsDNA antibody and *Ifng* with PCC appearance and lymphorganogenic chemokines**

A-C. Correlation of anti-dsDNA antibody with *Cxcl13* expression, PCC appearance, and *Ifng* expression.

D-E. Correlation of *Ifng* expression with *Cxcl13* expression and PCC appearance

\* $P<0.05$  and \*\* $P<0.01$ , Spearman's rank correlation coefficient,  $n=16$ .

*Ifng*: interferon gamma and PCC: perivascular cellular cluster.

# Supplementary material for: Vasculature-Associated Lymphoid Tissue: A Unique Tertiary Lymphoid Tissue Correlates With Renal Lesions in Lupus Nephritis Mouse Model
**Source:** Front Immunol. 2020 Dec 15;11:595672. doi: 10.3389/fimmu.2020.595672
**Supplement:** Supplementary file 6

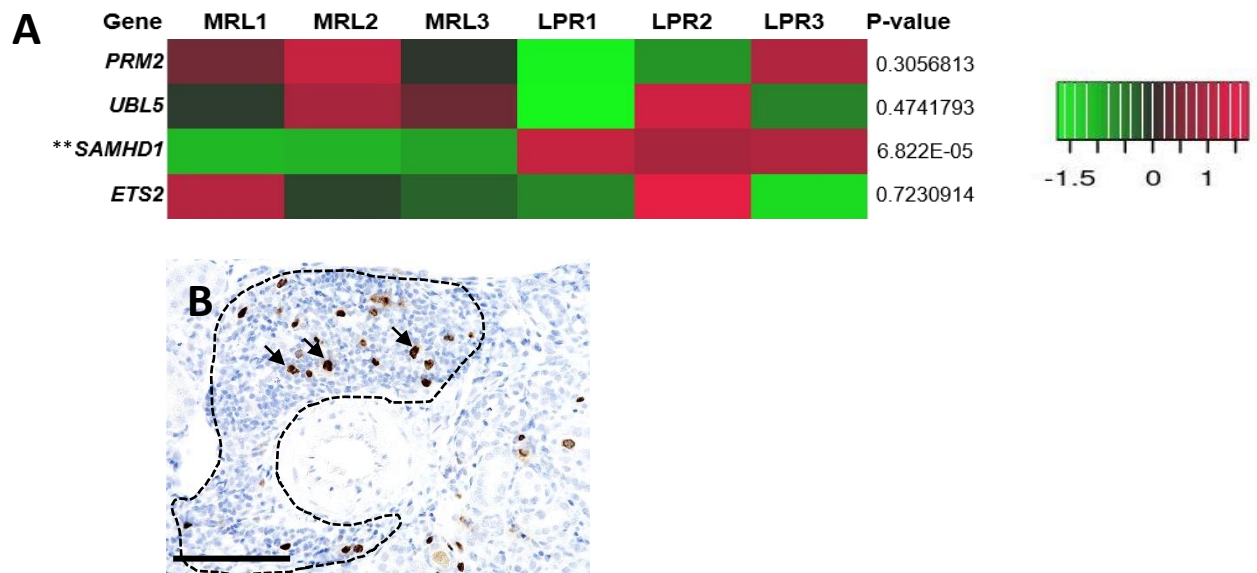

**Supplementary Figure 3. Autoantigen in kidney and proliferating cells in the VALT.**

A. Gene transcripts for different autoantigens in MRL and LPR mice kidney at 6 months of age. Microarray analysis, significant differences from the control is indicated by \* ( $P < 0.05$ ,  $P < 0.01$ , 2-tailed Student's  $t$  test).  $n=3$ .

B. BrdU<sup>+</sup> proliferating cells (arrows) in VALT (dashed area) of the kidney of LPR mice at six months of age (IHC)

Bar=100  $\mu$ m. VALT: vasculature-associated lymphoid tissue and BrdU: bromodeoxyuridine.

How the deposited data were processed for this re-analysis (not part of the article)

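The kidneys of 3 MRL mice and 3 LPR mice at 6 months of age were measured on 6 single-colour arrays of 1 slide. The deposited intensities of each array come from Feature Extraction 12.0.3.1, in which the authors had the background subtracted and the signal detrended within the array, without normalization between arrays. The authors also deposited the same intensities divided by the 75th percentile of each array, control spots included. These values were used as an alternative. Each array holds 59305 spots that are not controls. Between 73 and 90 spots per array were marked as outliers and left out, and the 75th percentile of the intensities was 706 to 942.

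The intensities were taken to the log2 scale, the 75th percentile of each array was subtracted, and the spots of 1 probe were averaged. A probe was tested if it was well above background on at least 3 of the 6 arrays. The groups were compared with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05. Without any pooling, each mouse gave 1 array. An exact test of 3 against 3 mice cannot give a p below 0.1, so no such test is given for single genes. The tested probe with the highest mean signal over the 6 arrays stands for a gene. Signal levels of different probes were set side by side only for this choice and to find other probes of like signal, not to compare the amounts of transcripts. Gene names are those of the array annotation. Of 35269 probes with a RefSeq identifier, 33767 were matched to a current list of names, and 877 of these now have another symbol. None of the genes named here is affected. Some genes are not reported here, and they remain in the tallies and lists.

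The genes named are those that the paper names in its text or labels in a heatmap for the microarray, Fas, the genes of the marker lists, and the 10 largest rises and the 10 largest falls. The last were taken among genes with an adjusted p under 0.05, no overlap of the groups and signals above background on all 6 arrays. This rule, the tests, the marker lists of cell types and pathways, and the alternatives were set before the data were examined. Marker lists were tested with camera from limma at its preset correlation, with fry and an estimated correlation as alternatives. The lists labelled in the heatmaps were only tallied. The GO analysis of the paper was not analysed here. The methods' test of the paper was run as an alternative, on log2 and on linear values. Calls from it use the same adjustment and threshold as limma, though the paper's methods name no adjustment. A gene said not to pass it may still have an unadjusted p under 0.05.

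The alternatives were normexp background correction with an offset of 50, quantile normalization, a median shift, a percentile over detected probes, and the authors' divided values. Others were no filter on dim probes, a filter on all 6 arrays, a floor at the detection limit, keeping the outlier spots, an intensity trend in limma, the slide column or the replicate number in the fit, the mean of the probes of a gene, and leaving out each mouse in turn.

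The steps were tested on simulated data with 39924 probes and 3 against 3 arrays. Of 200 changed probes, limma recovered 143, with 12 false calls and 0 calls of the wrong sign. Of the 100 that were changed by the larger amount it recovered 84. The methods' test on log2 values recovered 71 of the 200, 46 of them with the larger change, with 6 false calls. A raised list was called by camera and by fry in 20 of 20 draws, and unchanged lists in 1 of 400 and 5 of 400. The simulated noise was independent between probes and the lists were drawn at random. These rates therefore do not cover lists whose genes vary together. Random steps used the seed 11. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.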

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

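The tests of explanations in this part were chosen only after the result was seen, whereas the tests of the marker lists were not.

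The text of the paper does not discuss the immunoglobulin genes, though its Supplementary Data Sheet 1 lists probes of them, and their signal was far higher in LPR mice. Of 206 tested probes of immunoglobulin chains, 186 were higher in limma. The median log2 change of the 206 probes was 5.11, and 5.01 with the 27 probes that no MRL array showed above background at their bound. These probes make up 176 of the 437 that rose by at least 10-fold. Among the 10 largest rises, 8 are transcripts placed in a stretch of chromosome 6, with ENSMUST00000103321 at 173-fold. The rises of ENSMUST00000103305, ENSMUST00000103314, ENSMUST00000103317, ENSMUST00000103321 and ENSMUST00000103330 did not pass the methods' test on linear values after adjustment. A general rise of unspecific signal is argued against, since 13286 other probes with MRL signals between the quartiles of these probes had a median log2 change of -0.17, and 6.74% of them were higher. Signal shared between probes of similar sequence was not tested. A candidate explanation is antibody-producing cells in the kidney. By staining, the paper found plasma cells, and cells positive for IgM and for IgG, in the VALT of LPR mice at this age. Of the 7 genes of the plasma cell list other than Jchain, 6 were higher in limma, among them Mzb1, which rose from -2.11 to 2.25, and Sdc1 with a log2 change of 0.99. Jchain rose from 1.54 to 6.03, and Xbp1, at 5.05 in MRL mice, did not pass with a log2 change of 0.42. The MRL kidneys express most of this list, with 7 of its 8 genes above background on all 3 MRL arrays, 2 are named by the paper, and no other list holds any of them. The strain difference itself stays open, as untested.

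The paper does not discuss the interferon-inducible genes as a group. The interferon gamma list had a median log2 change of 3.46, with 9 of 9 genes higher in limma, and the type I interferon list one of 1.29, with 7 of 8 higher. The numbers were the same when adjusted over the list alone. The study names 1 gene of the first list, Cxcl10, chosen on these samples, and for that gene this is not independent evidence. The same holds for genes that only its supplementary sheet lists, such as Ciita, whose log2 change is the median of the first list. All 9 genes of the first list and 7 of the second were above background on all 3 MRL arrays. The scaling of the arrays is argued against, since the lowest median of the interferon gamma list over the other scalings and background corrections was 3.22. The RNA of infiltrating leukocytes stays open and may account for the rise, since the list's median differed from that of the T cell list by -0.13, and whole kidney RNA does not separate the sources. Of the T cell list, Lck rose from -1.57 to 1.96 and Cd3d from -2.62 to 1.51, while Cd247 went from 1.04 to 1.21 without passing. All 8 genes of that list were above background on all 3 MRL arrays, and the study picked 5. Whether kidney cells responded to interferon was not tested.

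Gm15056 is listed in Supplementary Data Sheet 1 but not discussed in the text of the paper, and it rose by 85.9-fold, from -4.90 ± 0.56 to 1.53 ± 0.35 (SD, n = 3 each). Its probe A_55_P2169247 has no position in the annotation. The log2 change of 6.42 (standard error 0.30) had an adjusted p of 3.86e-05 in limma, was seen in 3 of 3 LPR mice, and passed under the 21 alternatives run, with adjusted p from 1.7e-08 to 0.0361. Neither a technical nor a biological explanation was tested for it.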

How the results depend on the processing

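None of the alternatives was chosen only after the result was seen. The slide or scan block was not run, since all arrays share 1 slide and 1 scan date. Fits without 1 mouse leave 2 mice in a group, and the pooled spread of limma is assumed to hold for them.

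The tallies of Figure 4E, Figure 5A, Figure 8A, the HEV and adhesion genes, the collagen genes, the T follicular helper genes and the autoantigens stayed within 1.5 times their value under the 21 alternatives run. The T cell, macrophage, type I interferon and interferon gamma lists kept their direction and their side of the threshold under all 21.

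Normexp background correction gave 4498 lower probes, 174 probes at least 10-fold higher, 3 at least 10-fold lower and 4 chemokine ligand genes at least 10-fold higher. Of the called probes, 36.0% were then higher, against 51.4%. It reversed Ccl1 to -0.024, Il7 to -0.066, Madcam1 to -0.021, Chst4 to -0.062 and the high endothelial venule list to -0.048, none of which passed. It brought the erythroid (1.18), lymphatic endothelium (0.10), podocyte (0.18) and proliferation (0.49) lists past the threshold. The cause was not tested. Of 155 named genes, 147 kept direction and side.

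Without the filter on dim probes, 1093 probes were lower, and the erythroid (1.32), lymphatic endothelium (0.23), podocyte (0.18) and proliferation (0.59) lists passed. With probes above background on all 6 arrays, where fewer probes were tested, 233 probes and 4 chemokine ligand genes were at least 10-fold higher. The lymphatic endothelium (0.23), podocyte (0.18) and proliferation (0.59) lists then passed. The floor at the detection limit (-0.33) and the median shift (-0.32) took the proximal tubule list over the threshold, and for these lists the cause was not tested.

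After adjustment, the methods' test on log2 values gave 1736 higher and 1386 lower probes. On linear values it gave 1444 higher, 1354 lower and 212 at least 10-fold higher. Of the named genes, 17 and 34 lost their call. The cause was not tested.

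With the slide column in the fit, 1458 probes were higher, 463 were lower, and 5 of the B cell and germinal center genes were higher. By construction, column 1 then holds the only comparison of the groups, with 1 LPR mouse. Ikzf3 (0.0061), Cmah (0.0078), Chst4 (-0.17), Epb42 (0.067) and the germinal center list (0.25) reversed without passing, and the podocyte (0.39) and proliferation (0.90) lists passed. Of 155 named genes, 25 lost their call.

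With the replicate block, 2199 probes were higher and 1117 were lower, and the podocyte list (0.18) passed. The deviations of mice with the same number correlated across probes by 0.115, 0.020 and 0.005, so the numbers were not taken as pairs, and the cause was not tested.

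With the mean of the probes, Fas (0.71), Ikzf3 (1.82), Il21 (1.59), Ms4a1 (2.15) and the germinal center list (0.18) reversed. By construction, the other probes of these genes then count, some of them at background in MRL mice. With those at their lower bounds the averages are 0.04 for Fas, 1.57 for Ikzf3 and 0.62 for Il21, which were not tested. Ikzf3, Il21 and Ms4a1 passed with the fitted values, and Fas did not. The proximal tubule list (-0.29) no longer passed and the proliferation list (0.59) did.

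With fry, the high endothelial venule (0.074), lymphatic endothelium (0.23), blood endothelium (-0.13), loop and distal tubule (-0.52) and collecting duct (-0.10) lists passed. With an estimated correlation 4 lists passed, and the B cell (1.88), plasma cell (3.21), neutrophil (1.20), lymphoid tissue inducer (1.73), smooth muscle (0.46), fibroblast (0.85), proximal tubule (-0.33) and tubular injury (0.34) lists did not. The test alone was changed.

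Leaving out 1 mouse gave 1958 to 2370 higher and 760 to 2269 lower probes. The lower probes numbered 839 without MRL 1, 760 without MRL 2, 827 without MRL 3, 1503 without LPR 1 and 900 without LPR 3. Between 404 and 481 probes were at least 10-fold higher and 4 to 8 at least 10-fold lower, the 8 without LPR 1. Fas lay between -0.64 and -0.20. Directions changed for Ikzf3 (-0.085 to 0.073), Cmah (-0.11 to 0.055), Chst4 (-0.064 to 0.15), Il27 (-0.24 to 0.0054, without LPR 1) and Ets2 (-0.14 to 0.030, without LPR 3). They changed for the germinal center list (-0.14 to 0.078) and the housekeeping list (-0.11 to 0.0062, without LPR 1). The germinal center list passed without MRL 2 and without LPR 2 (0.078). The erythroid list lay between 0.79 and 2.30 and passed without MRL 1 (2.30). The proximal tubule list (-0.37 to -0.28) did not pass without MRL 2, MRL 3 or LPR 1, and the proliferation list (0.15 to 0.87) passed without MRL 2 (0.87). The lymphatic endothelium (0.15 to 0.33) and podocyte (0.080 to 0.32) lists passed without LPR 3. Beyond fewer mice, the cause was not tested.

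Signal over background limits the folds. Of the 437 probes at least 10-fold higher, 114 were above background on no MRL array, and 50 of these reached 10-fold at their bound.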

Differences from the paper's values

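Which probes the signals of the supplementary sheet match was looked up for these genes only after the result was seen. A value is said to differ where one is more than 1.5 times the other and, for a fold, the gap exceeds the SD between mice. Of 68 genes whose fold the paper's sheet gives, 12 differ. For 13 of the other genes the fold here is a lower bound, which would differ only if it lay above the paper's fold by that factor, so these are not shown to be alike. The paper's folds are 16.2 for Ccl1, 15.5 for Cd84, 15.7 for Cd86, 15.4 for Cxcl10, 16.7 for Dock2, 23.3 for Ikzf3 and 12.6 for Il1b. For Ikzf3 the sheet also holds a fold of 29.6. Where it holds several folds for a gene, such as 54.4 and 13.7 for Pla2g2d, only 1 was compared. The folds of the brightest probes here are 1.22 for Ccl1, 3.02 for Cd84, 5.55 for Cd86, 5.39 for Cxcl10, 9.32 for Dock2, 0.978 for Ikzf3 and 4.78 for Il1b. The paper's folds are 16.9 for Il21, 17.2 for Itga4, 31.8 for Ms4a1, 14.1 for Tap1 and 14.8 for Tnfsf8. Here they are 0.534 for Il21, 6.20 for Itga4, 0.615 for Ms4a1, 7.77 for Tap1 and 2.73 for Tnfsf8. Of the 21 alternatives set before the data were examined, the mean of the probes brings Tap1 within the paper's value, and none does so for the other 11 genes. All alternatives except that mean keep the brightest probe of a gene, so they cannot test the choice of probe. For all 12 genes the signals in the sheet match those of another probe of the gene. For 9 of the 12 that probe was above background on no MRL array, so its rise here is a lower bound. The probe was found by its signals, so its fold is no separate comparison.

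For Samhd1 the paper's p is about 0.0068% in Supplementary Figure 3A, and the unadjusted p here is 0.000776% from limma. The values do not differ under the methods' test on linear values, or without MRL 1, MRL 2, LPR 1, LPR 2 or LPR 3, and differ under the other 15 alternatives.

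The paper states that Il12rb2 and Il27 were higher in LPR mice. Here their log2 changes were -0.74 and -0.12, without passing, and no alternative called them higher. The paper also writes Il2rb2 for a gene of this pathway, though its statement on the arrays names Il12rb2. Which gene Il2rb2 stands for is open, and Il2rb rose by 12.7-fold here. For Figure 9A the Results of the paper name Il27ra, which rose by 4.52-fold here. The paper counts Glycam1 among the upregulated genes, without a star for its own test in Figure 5B, and its log2 change here was -0.14. The paper lists Il21 and Ms4a1 as upregulated, whereas their brightest probes were lower. The paper states upregulation of autoantigen transcripts. Of the 4 genes 1 was higher here, and Prm2 (-0.12), Ubl5 (-0.09) and Ets2 (-0.04) were called by no alternative. The paper's own p in Supplementary Figure 3A is about 31% for Prm2, about 47% for Ubl5 and about 72% for Ets2. The unadjusted p of limma, 33.2%, 48.2% and 73.2%, do not differ from these. Ahsp, which Figure 4E shows without a star and which did not pass here, was called higher with the intensity trend in limma (adjusted p 0.0365) and without MRL 1 (adjusted p 0.0174), within a range of 0.0174 to 0.410 over its 20 alternatives. Under the mean of the probes, Ikzf3, Il21 and Ms4a1 were called higher, and so was Ccl1 (log2 change 2.15), which has no star in Figure 5A. With probes at background in MRL mice at their lower bounds, these averages are 1.20 for Ccl1, 1.57 for Ikzf3 and 0.62 for Il21, without a test.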

Other observations

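The test of the lower probes on chromosome 5 was chosen only after the result was seen. The other tests were written beforehand, but 3 readings were settled once values were known. For the slide column the number of called probes replaced the share that kept its direction, for Ahsp all 5 other genes had to be highest in place of most of them, and for the kidney cells the lists farthest apart were compared.

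Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave as many called probes as the real split, namely that split itself with 5068. The other splits gave 0 in limma, and 609 to 1439 at an unadjusted p under 0.05. With 3 against 3 mice the share cannot fall below 0.1, so chance cannot be excluded this way.

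Column 2 of the slide holds LPR mice only. With the column in the fit, 1921 probes were called, and 1752 of the 5068 probes were called in the same direction as without it. So most calls were lost, as they would be if the column were the cause, but the comparison then rests on 1 LPR mouse. The changes of the called probes kept their size, with a median ratio of 0.998, within the column that holds both groups. But LPR 1, the only LPR mouse of that column, was in the fit that called these probes. The ratio is thus partly set by their choice and cannot decide. Across probes, LPR 1 had an r of 0.990 with LPR 2 and 0.993 with LPR 3. With the MRL mice, all of its own column, r was 0.965 to 0.971. As far as 1 LPR mouse can show, this argues against the column as the whole cause. An effect of the column cannot be excluded.

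Among 22 tested marker lists, 12 passed 0.05 in camera. Their median log2 changes were 1.88 for B cell, 3.21 for plasma cell (2.97 with bounds), 3.59 for T cell, 2.97 for macrophage, 1.20 for neutrophil and 1.73 for lymphoid tissue inducer. They were 0.46 for smooth muscle, 0.85 for fibroblast, 0.34 for tubular injury and -0.33 for proximal tubule, beside both interferon lists. Not past it were lymphatic endothelium with 0.23, blood endothelium with -0.13, loop and distal tubule with -0.52, collecting duct with -0.10 and podocyte with 0.18. Nor were erythroid with 1.62, high endothelial venule with 0.07 and proliferation with 0.59. The germinal center list had a median of -0.04 and a mean of 0.30, and its test pointed up without passing. The housekeeping list had a median of -0.07, with camera pointing up and fry down. Of the calls by camera, those of the T cell, macrophage, type I interferon and interferon gamma lists hold under an estimated correlation, and 17 lists passed under fry. The sex list had 2 tested genes and was not tested as a list. Adjusted over the list alone, 4 of 7 B cell genes were higher and 1 lower, and 7 of 8 T cell genes, 7 of 8 macrophage genes and 5 of 7 neutrophil genes were higher. Adjusted over all probes, 2 of the 7 neutrophil genes were higher, and the other counts were the same. Of these lists the study names 2, 5, 1 and 0 genes, picked on these samples, so for those genes this is not independent evidence. Genes that only its supplementary sheet lists are not counted here.

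The kidney cell lists did not fall alike. The podocyte list exceeded the loop and distal tubule list by 0.60 more in LPR than in MRL mice, with a pooled SD of 0.18 and no overlap of the groups. Over 18 settings the gap of the list medians was 0.54 to 0.91. This argues against a lower share of kidney cells as the whole cause of the lower markers. A change within podocytes or tubules stays open.

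Ahsp was highest in LPR 3, and a candidate explanation is erythroid cells in that kidney. Of the 5 other erythroid genes tested, 3 were highest in LPR 3. It exceeded the next LPR mouse by 0.17 for Hba-a1, 0.78 for Hbb-b1 and 0.85 for Alas2, and lay below the highest by 0.29 for Slc4a1 and 0.14 for Epb42. The genes go both ways, so the source stays open. Hba-a1 was at 7.14 ± 1.49 in MRL mice and 8.46 ± 0.45 in LPR mice (SD, n = 3 each). Of the 6 tested genes of the list, 5 were above background on all 3 MRL arrays, and the study picked 1.

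The higher collagens may belong to a general rise of fibroblast transcripts. Of 6 fibroblast markers outside the collagens, 6 had a positive log2 change, from 0.24 to 1.23 with a median of 0.44, and 2 passed in limma, Dcn with 0.85 and Lum with 1.23. Col1a2 of the list rose from 3.04 to 4.13, and Dcn from 3.28 to 4.13. All 9 genes of the list were above background on all 3 MRL arrays, and the study picked 2. Whether more cells or more transcripts per cell are behind it cannot be told apart in whole kidney RNA.

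High endothelial venules in the kidney are a candidate explanation for the rises of their genes. Of Madcam1, Chst4, Fut7 and Glycam1, 1 was higher in limma, Fut7 with a log2 change of 2.44. Madcam1 (0.52, above background in 1 of 3 MRL mice) and Chst4 (0.03) did not pass. Over the list of 8 genes, Gcnt1 was lower with a log2 change of -0.54, and Cd34 went from 2.86 to 3.01 without passing. Of these 8 genes, 7 were above background on all 3 MRL arrays, and the study picked 1. The genes did not rise together. By staining, the paper saw no such vessels in or around the clusters of MRL or LPR mice, and detected no PNAd in VALT. A small share of such vessels in whole kidney RNA would be hidden at these levels, so the arrays alone leave this open.

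The 10 largest falls are not discussed in the paper. They were Serpina6 (log2 change -4.66, 25.3-fold lower), Gm46902 (-4.58, 23.8-fold), Igfbp5 (-4.42, 21.5-fold), Ntn4 (-2.66), the unnamed transcript of probe A_30_P01030591 on chromosome 5 (-2.29), Snora47 (-2.21), AK047643 (-2.12), Slc7a13 (-2.12), Aldh1a7 (-2.05) and Snora81 (-2.03). The call of Slc7a13 was lost under 10 of 21 alternatives, including without MRL 3, LPR 1, LPR 2 or LPR 3, with log2 changes from -2.56 to -1.47. Snora47 and Snora81 each lost theirs under 2.

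Gm46902 lies in a stretch of chromosome 5 where, from 22890069 to 22928574, 6 probes fell by at least 2-fold with an adjusted p under 0.05 in limma. They are 6 of the 8 tested probes within 50 kb, and 1 of the other 2, A_55_P1959560 of 5031425E22Rik, was higher with a log2 change of 1.00. The most such probes in any other window was 4. In the 500 kb on both sides, 29 probes were tested, with a median log2 change of -0.19, and 1 met the same criteria, a probe of Pus7 with -1.32. Another Pus7 probe had a log2 change of -1.49 without passing (adjusted p 0.144). Pus7 was named after its values were seen. A difference of the LPR strain at that site may be the cause, but the strain is the comparison itself and no sequence was examined, so this stays open.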
